# Zebrafish macrophage developmental arrest underlies depletion of microglia and reveals Csf1r-independent metaphocytes

**DOI:** 10.7554/eLife.53403

**Published:** 2020-05-05

**Authors:** Laura E Kuil, Nynke Oosterhof, Giuliano Ferrero, Tereza Mikulášová, Martina Hason, Jordy Dekker, Mireia Rovira, Herma C van der Linde, Paulina MH van Strien, Emma de Pater, Gerben Schaaf, Erik MJ Bindels, Valerie Wittamer, Tjakko J van Ham

**Keywords:** macrophages, hematopoiesis, langerhans cells, metaphocytes, CSF1R, microglia, Zebrafish

## Abstract

Macrophages derive from multiple sources of hematopoietic progenitors. Most macrophages require colony-stimulating factor 1 receptor (CSF1R), but some macrophages persist in the absence of CSF1R. Here, we analyzed *mpeg1*:GFP–expressing macrophages in *csf1r*-deficient zebrafish and report that embryonic macrophages emerge followed by their developmental arrest. In larvae, *mpeg1*+ cell numbers then increased showing two distinct types in the skin: branched, putative Langerhans cells, and amoeboid cells. In contrast, although numbers also increased in *csf1r*-mutants, exclusively amoeboid *mpeg1+* cells were present, which we showed by genetic lineage tracing to have a non-hematopoietic origin. They expressed macrophage-associated genes, but also showed decreased phagocytic gene expression and increased epithelial-associated gene expression, characteristic of metaphocytes, recently discovered ectoderm-derived cells. We further demonstrated that juvenile *csf1r*-deficient zebrafish exhibit systemic macrophage depletion. Thus, *csf1r* deficiency disrupts embryonic to adult macrophage development. Zebrafish deficient for *csf1r* are viable and permit analyzing the consequences of macrophage loss throughout life.

## eLife digest

Immune cells called macrophages are found in all organs in the body. These cells are highly effective at eating and digesting large particles including dead cells and debris, and microorganisms such as bacteria. Macrophages are also instrumental in shaping developing organs and repairing tissues during life.

Macrophages were, until recently, thought to be constantly replenished from cells circulating in the bloodstream. However, it turns out that separate populations of macrophages become established in most tissues during embryonic development and are maintained throughout life without further input.

Previous studies of zebrafish, rodents and humans have shown that, when a gene called *CSF1R* is non-functional, macrophages are absent from many organs including the brain. However, some tissue-specific macrophages still persist, and it was not clear why these cells do not rely on the *CSF1R* gene while others do.

Kuil et al. set out to decipher the precise requirement for the *CSF1R* gene in macrophage development in living zebrafish. The experiments used zebrafish that make a green fluorescent protein in their macrophages. As these fish are transparent, this meant that Kuil et al. could observe the cells within the living fish and isolate them to determine which genes are switched on and off. This approach revealed that zebrafish with a mutated version of the *CSF1R* gene make macrophages as embryos but that these cells then fail to multiply and migrate into the developing organs. This results in fewer macrophages in the zebrafish’s tissues, and an absence of these cells in the brain.

Kuil et al. went on to show that new macrophages did emerge in zebrafish that were about two to three weeks old. However, unexpectedly, these new cells were not regular macrophages. Instead, they were a new recently identified cell-type called metaphocytes, which share similarities with macrophages but have a completely different origin, move faster and do not eat particles.

Zebrafish lacking the *CSF1R* gene thus lose nearly all their macrophages but retain metaphocytes. These macrophage-free mutant zebrafish constitute an unprecedented tool for further studies looking to discriminate the different roles of macrophages and metaphocytes.

## Introduction

Tissue resident macrophages (TRMs) are phagocytic immune cells that also contribute to organogenesis and tissue homeostasis. Therefore, perturbations in TRM production or activity can have detrimental consequences ranging from abnormal organ development to neurodegeneration and cancer (Cassetta and Pollard, 2018; Mass et al., 2017; Yang et al., 2018; Zarif et al., 2014). In vertebrates, including mammals, birds, and fishes, TRMs derive from successive waves of hematopoiesis that initiate early during development reviewed in: McGrath et al. (2015). The initial two embryonic waves give rise to primitive macrophages, born in the embryonic yolk sac in mammals and birds or the rostral blood island (RBI) in fishes, and erythro-myeloid precursors (EMPs), which also originate in the yolk sac and expand in the fetal liver of mammals or emerge from the posterior blood island (PBI) of fishes. A third embryonic wave that generates definitive hematopoietic stem cells (HSCs) begins in the aorta-gonad-mesonephros (AGM) region, where HSCs bud from the hemogenic endothelium (Bertrand et al., 2010; Boisset et al., 2010; Kissa and Herbomel, 2010). In zebrafish, newly born hematopoietic stem cells (HSCs) migrate to the caudal hematopoietic tissue (CHT), and later seed hematopoietic organs such as the kidney marrow, which is equivalent to the bone marrow in mammals (Henninger et al., 2017; Murayama et al., 2006). Most TRM populations are established by the end of fetal life and are subsequently maintained through the proliferation of local progenitors or through the partial contribution of bone marrow-derived cells (Liu et al., 2019).

During their colonization of the embryo, macrophages acquire distinct properties adapted to their microenvironment and allowing them to execute tissue niche-specific functions (Bennett and Bennett, 2020; Gosselin et al., 2014; Gosselin et al., 2017; Lavin et al., 2014; Matcovitch-Natan et al., 2016). The ontogeny of TRMs within a specific organ is heterogeneous and thought to be determined by the availability of the niche and accessibility of the host tissue reviewed in:Guilliams et al. (2020). The microenvironment has a major role in determining TRM phenotype and function, largely regardless of ontogeny, but giving rise to heterogeneous populations of cells (Lavin et al., 2014; Shemer et al., 2018; van de Laar et al., 2016).

Colony stimulating factor 1 receptor (CSF1R) is an evolutionarily conserved regulator of macrophage development, directly inducing DNA and protein synthesis as well as proliferation upon ligand binding (Hume et al., 2016; Tushinski and Stanley, 1985). Recessive and dominant mutations in *CSF1R* can cause severe brain disease (Konno et al., 2018a; Konno et al., 2018b; Oosterhof et al., 2019; Rademakers et al., 2012), associated with lower microglia density (Oosterhof et al., 2018), but whether such mutations affect other myeloid cells, and how, remains unknown. Recently, patients carrying homozygous mutations in *CSF1R* and presenting with both leukodystrophy and osteopetrosis, phenotypes attributed to an absence of TRMs in the brain and bone, have been described (Oosterhof et al., 2019). In mice and rats, the absence of CSF1R results in a complete lack of microglia, Langerhans cells (LCs), and osteoclasts, while other subsets of TRMs are affected to varying degrees (Cecchini et al., 1994; Dai et al., 2002; Erblich et al., 2011; Ginhoux et al., 2010; Oosterhof et al., 2018; Pridans et al., 2018). It is unknown whether CSF1R is required for the development of early, embryonic TRM precursors and it remains elusive as to why only specific TRM populations are lacking in the absence of *Csf1r*. Furthermore, it is unclear whether macrophages that persist in *Csf1r-*deficient mice and rats have a normal macrophage phenotype. Detailed analysis of the *Csf1r* mutant phenotypes could therefore contribute to the identification of specific and universal features of organism-wide macrophage development. In addition, it is important to understand the systemic effects of CSF1R inhibition on macrophages, as inhibition of CSF1R is a clinical strategy for the intentional depletion of macrophages in various disease contexts, including Alzheimer’s disease, brain injury and cancer (Edwards et al., 2019; Lloyd et al., 2019; Tap et al., 2015; Webb et al., 2018).

Zebrafish are particularly suitable to study immune cell development in vivo as they develop ex utero, are genetically tractable, and are transparent during early development (Ellett and Lieschke, 2010; Gore et al., 2018). We used our previously generated zebrafish line that is deficient for both *csf1ra* and *csf1rb* paralogs (*csf1r^DM^*), since the phenotypes of these fish, such as osteopetrosis and a lack of microglia, resemble those observed in mice, rats and humans (Caetano-Lopes et al., 2020; Chatani et al., 2011; Dai et al., 2002; Guo et al., 2019; Meireles et al., 2014; Oosterhof et al., 2019; Oosterhof et al., 2018; Pridans et al., 2018). The strong homology of basic developmental cellular processes has proven this model as indispensable for the identification of novel basic features of immune cell development and function (Barros-Becker et al., 2017; Bertrand et al., 2010; Espín-Palazón et al., 2014; Kissa and Herbomel, 2010; Madigan et al., 2017; Tamplin et al., 2015; Tyrkalska et al., 2019).

Here, we aimed to determine how and when loss of Csf1r affects macrophage development. We found that primitive myelopoiesis is initially *csf1r*-independent, although *csf1r^DM^* embryonic macrophages subsequently ceased to divide and failed to colonize embryonic tissues. Surprisingly, a detailed examination of *csf1r^DM^* larval zebrafish revealed another wave of *mpeg1+* cells in the skin from 15 days of development onwards, but these cells lacked the branched morphology typical of Langerhans cells (He et al., 2018). Using fate mapping and gene expression profiling, we identified *csf1r^DM^ mpeg1+* cells as metaphocytes, a population of ectoderm-derived macrophage-like cells recently reported in zebrafish (Alemany et al., 2018; Lin et al., 2019). Extending our analyses, we further demonstrated that adult *csf1r^DM^* fish exhibit a global defect in macrophage generation. In conclusion, our study highlights distinct requirements for Csf1r during macrophage generation and metaphocyte ontogeny, resolving part of the presumed macrophage heterogeneity and their sensitivity to loss of Csf1r.

## Results

### Zebrafish embryonic macrophages are formed independently of *csf1r* but display migration and proliferation defects

To determine whether the earliest embryonic macrophages, called primitive macrophages, are still formed in the absence of Csf1r signaling, we analyzed *csf1r^DM^* zebrafish embryos carrying the macrophage transgenic reporter *mpeg1:GFP* (Ellett et al., 2011; Oosterhof et al., 2018). Zebrafish primitive macrophages are born in the rostral blood island on the yolk and can be detected by *mpeg1:GFP* expression from 22 hr post fertilization (hpf) as they migrate on the yolk ball—equivalent to the mammalian yolk sac—and progressively invade peripheral tissues (Herbomel et al., 1999; Herbomel et al., 2001). These constitute the main macrophage population during the first 5 days of development (Wu et al., 2018). Indeed, in vivo imaging of GFP-expressing macrophages in control embryos showed that, at 24 hpf, ~13 *mpeg1*+ primitive macrophages were present on the yolk, increasing to ~49 cells at 42 hpf (Figure 1A, Video 1; Ellett et al., 2011). In *csf1r^DM^* embryos, even though primitive macrophage numbers were slightly lower at 24 hpf (~5 *mpeg1*+ cells), macrophage numbers did not significantly differ from controls at 42 hpf (~46 *mpeg1*+ cells) (Figure 1A). This indicates that Csf1r is dispensable for the emergence of primitive macrophages.

**Figure 1.**
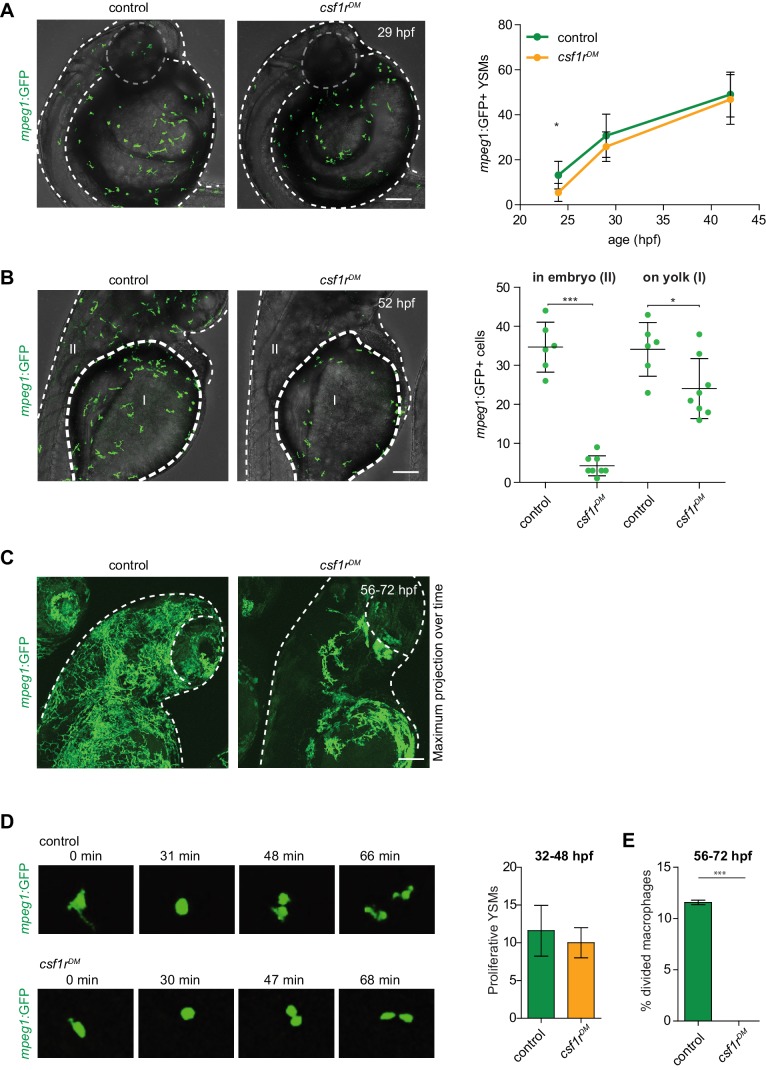
*mpeg1+* primitive macrophages on the yolk in control and *csf1r^DM^* larvae. (**A**) Representative images of *mpeg1+* macrophages located on the yolk (29 hpf) and quantification of *mpeg1*+ cell numbers over time. (**B**) Representative images of *mpeg1*+ positive primitive macrophages at 52 hpf. The dotted line indicates the border between the yolk (I) and the embryonic tissue (II). Quantification of *mpeg1*+ macrophages that colonized the tissue (II) and primitive macrophages located on the yolk (I). (**C**) Representative maximum projection of long term time lapse imaging of control and *csf1r^DM^* larvae showing migratory trajectories of *mpeg1*+ macrophages. (**D**) Snap shots from dividing *mpeg1*+ primitive macrophages in control and *csf1r^DM^* larvae (~36 hpf) and quantification of proliferative primitive macrophages during 16 hr time lapse imaging (~32 hpf – 48 hpf) (control n = 5, *csf1r^DM^* n = 3). (**E**) Quantification of fraction proliferative embryonic macrophages during 16 hr time lapse imaging (~56 hpf – 72 hpf) in control and *csf1r^DM^* larvae (n = 3 per group). Scale bars represent 100 µM. Error bars represent standard deviation. Statistical significance is calculated using one-way ANOVA with Dunnett’s multiple comparison test or Student’s *t*-tests *<0.05 **<0.01 ***<0.001. *mpeg1*+ cells were quantified on one side of the embryo (right side). Each dot represents one fish.

**Figure 1—figure supplement 1.**
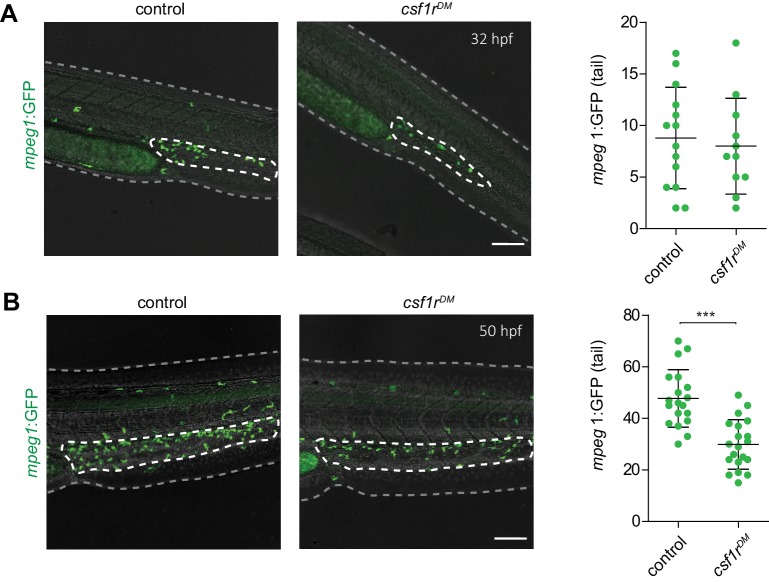
*Mpeg1+* cells can be detected in the tail region of control and *csf1r^DM^* larvae. (**A**) Representative images of *mpeg1*+ myeloid progenitors located in the tail region at 32 hpf and quantification. (**B**) Representative images of *mpeg1*+ myeloid progenitors located in the tail region at 50 hpf and quantification. Scale bars represent 100 µm. Error bars represent standard deviation. Statistical significance is calculated using Student’s *t*-tests ***<0001. *Mpeg1+* cells were quantified on one side of the embryo (right side). Each dot represents one fish.

**Video 1.** Time-lapse recording of primitive macrophages on the yolk from 32 to 48 hpf showing frequent proliferative events in both control and *csf1r^DM^* embryos.

We next investigated whether embryonic macrophages in *csf1r^DM^* animals retained the ability to invade peripheral tissues. At 52 hpf, 50% of *mpeg1+* cells had exited the yolk epithelium in controls and were observed in the periphery (Figure 1B). In contrast, only 15% of all macrophages were found outside of the yolk in *csf1r^DM^* embryos. At this stage, macrophage numbers were significantly lower in *csf1r^DM^* larvae than controls (Figure 1B). Migration trajectories of embryonic macrophages into the embryonic tissues, as shown by maximum intensity projections of images acquired over 16 hr, were more widespread in controls than *csf1r^DM^* and covered the entire embryo (Figure 1C, Video 2). Thus, although the generation of embryonic macrophages appeared independent of *csf1r*, after two days of development macrophage failed to expand in the *csf1r* mutants and their migration was reduced, suggesting functional deficits caused by the loss of Csf1r.

**Video 2.** Time-lapse recording from 56 to 72 hpf, showing the colonization of the embryo by macrophages in control and the migration defect observed in *csf1r^DM^* embryos.

We hypothesized that the reduced macrophage numbers in *csf1r* mutants could be explained by a reduction in their proliferative activity. To test this, we performed live imaging on *mpeg1+* cells and quantified cell divisions. Between 32 and 48 hpf, the proliferative rates were not significantly different between control (~12 events) and *csf1r^DM^* embryos (~10 events) (Figure 1D, Video 1). However, whereas control macrophages actively proliferated between 56 and 72 hpf (~11% of macrophages divided), c*sf1r^DM^* macrophages did not (none of the macrophages divided) (Figure 1E). This indicates that the expansion of primitive macrophages is halted between 48 and 56 hpf. Thus, while the initial proliferation of emerging primitive macrophages occurs independent of *csf1r*, by 48 hpf Csf1r signaling becomes necessary for embryonic macrophage proliferation.

### RNA-sequencing of embryonic macrophages reveals *csf1r*-independent core macrophage differentiation

To explore specific developmental and molecular processes affected by the loss of Csf1r signaling, and to discern a potential effect on proliferation, we performed RNA sequencing on macrophages isolated from 28 and 50 hpf *mpeg1:GFP* embryos using fluorescence-activated cell sorting (FACS). These time points were chosen to study the primitive macrophages soon after their emergence from the RBI (28 hpf) and as they subsequently transition to a tissue colonizing, migratory phenotype (50 hpf) (Figure 2A). Principal component analysis (PCA) of the macrophage gene expression data sets showed clustering of triplicate samples based on genotype (component 1) and developmental stage (component 2) (Figure 2B). This suggests that, even though gene expression differed between control and *csf1r^DM^* macrophages at both time points, most of the changes that occurred over time in control embryos also occurred in *csf1r^DM^* embryos (Figure 2B,C). To determine macrophage identity we analyzed the expression of genes highly expressed in macrophages, including genes used in zebrafish as macrophage markers (e.g. *csf1ra, mfap4*), chemokine and pathogen recognition receptors (e.g. *marco*, *mrc1, tlr1*), and myeloid transcription factors (e.g. *irf8*, *spi1a*, *cebpb*), but we did not observe major differences between genotypes (Figure 2D–E). Also, when we compared our gene expression profiles with a zebrafish macrophage expression profile determined by single cell RNA-seq (Tang et al., 2017), only ~5% of the reported 2031 macrophage-specific genes were differentially expressed in *csf1r^DM^* macrophages, suggesting Csf1r-independent expression of the majority of these macrophage-expressed genes (Figure 2F). Together, this shows that *csf1r*-deficient embryonic macrophages display a core gene expression profile similar to that seen in controls.

**Figure 2.**
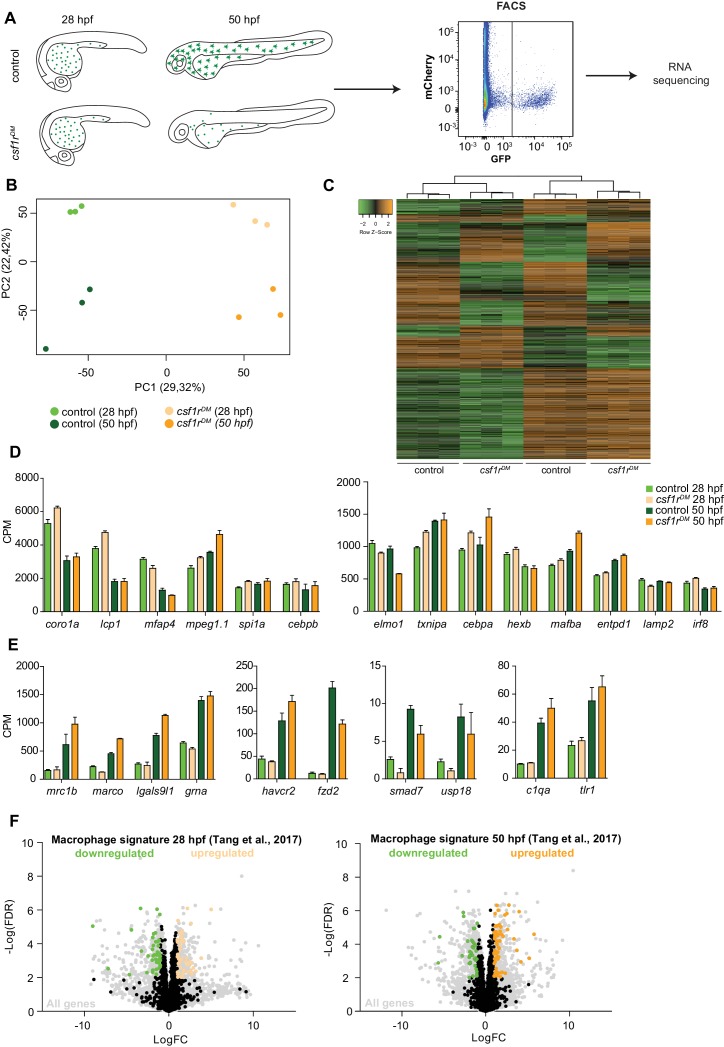
RNA sequencing of primitive macrophages at different developmental stages reveals cell cycle arrest in *csf1r*^DM^ macrophages from 2 dpf onward. (**A**) Schematic representation of the experimental set-up.* mpeg1*+ cells were isolated from both control and *csf1r^DM^* larvae at 28 hpf and 50 hpf using FACS. These cells were used for RNA sequencing. (**B**) PCA analysis shows clustering of triplicates and segregation on genotype (component 1) and developmental stage (component 2). (**C**) Heat map showing all significantly differentially expressed genes (logFC > |1|; FDR < 0.01). (**D**) Counts per million (CPM) of ‘macrophage signature’ genes show high, non-differential expression in all groups (logFC > |1|; FDR > 0.01). (**E**) CPM values of ‘macrophage signature’ genes induced over time in control and *csf1r^DM^* macrophages (logFC > |1|; FDR < 0.01). (**F**) Volcano plot showing genes expression changes between control and *csf1r^DM^* at 28 hpf and 50 hpf respectively. Light grey: all reads, Black/Green/Orange: Macrophage/myeloid signature genes based on data from Tang et al. (2017) (Tang et al., 2017); Black: non-differentially expressed between controls and *csf1r^DM^* macrophages; Green: significantly upregulated in control macrophages; Orange: significantly upregulated in *csf1r^DM^* macrophages (logFC > |1|; FDR < 0.01). 4% and 5% of the macrophage genes were significantly differentially expressed between control and *csf1r^DM^* macrophages at 28 and 50 hpf respectively.

**Figure 2—figure supplement 1.**
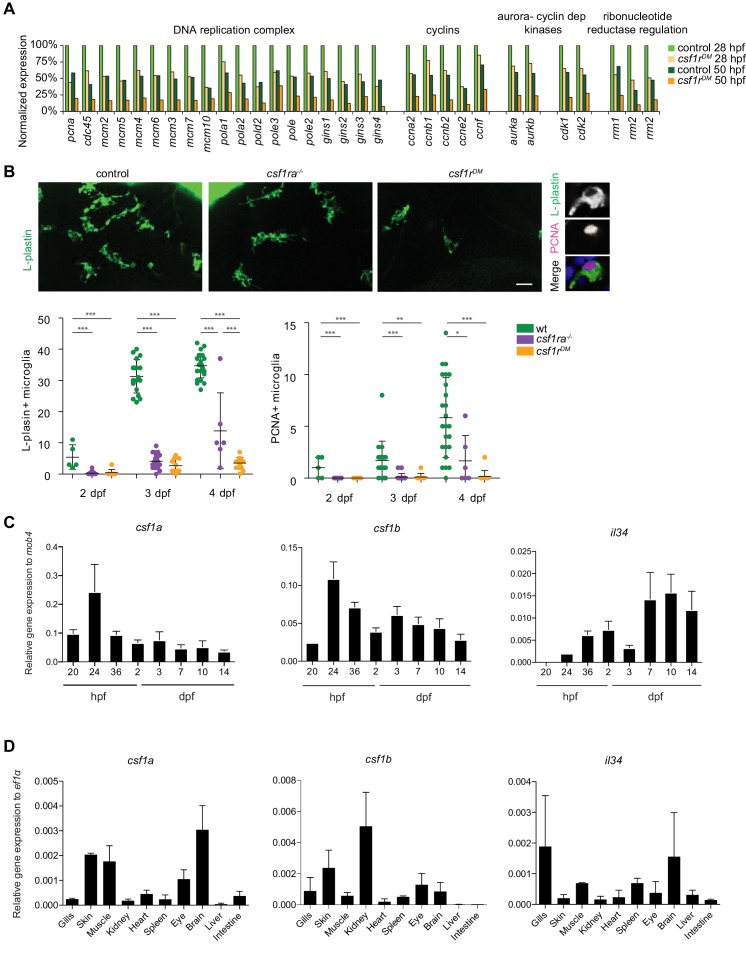
*csf1r^DM^* macrophages and microglia have a proliferation defect. (**A**) Normalized CPM values of genes involved in DNA replication/cell cycle. (**B**) Representative images of L-plastin immunohistochemistry of microglia in different *csf1r^DM^* larvae at 4 dpf in the midbrain. Scale bar represents 20 µM. Quantification of L-plastin+ microglia in control and different csf1r mutants at 2, 3 and 4 dpf and quantification Pcna+/L-plastin double positive microglia at 2, 3 and 4 dpf. (**C**) qPCR analysis on 10–15 whole embryos/larvae per group at different developmental timepoints, the number of replicates are depicted in Table 2. (**D**) qPCR analysis on different organs isolated from adult zebrafish (3–5 organs/sample), the number of replicates are depicted in Table 2. Statistical significance is calculated using one-way ANOVA with Dunnett’s multiple comparison test *<0,05 **<0,01 ***<0001. Each dot represents one fish.

### Impaired proliferation of embryonic *csf1r^DM^* macrophages is reflected in their transcriptome and proliferation is not restored in microglia

The nature of the differences in gene expression profiles between control and *csf1r^DM^* macrophages was studied by gene set enrichment analysis (GSEA). GSEA revealed that, at both time points, *csf1r^DM^* macrophages had lower expression of genes associated with RNA metabolism and DNA replication (Figure 3A), with transcripts encoding all components of the DNA replication complex being ~2 fold reduced (Figure 2—figure supplement 1 3B). In addition, *csf1r^DM^* macrophages showed lower expression of genes in GO classes related to cell cycle at 50 hpf (Figure 3A, Figure 2—figure supplement 1). Thus, at 28 hpf, DNA replication genes were downregulated, followed by a decrease in expression of genes involved in general cell cycle related processes at 50 hpf. Together, and in line with our in vivo findings, these analyses suggest that proliferation is reduced or halted in *csf1r^DM^* macrophages from 2 dpf onwards.

**Figure 3.**
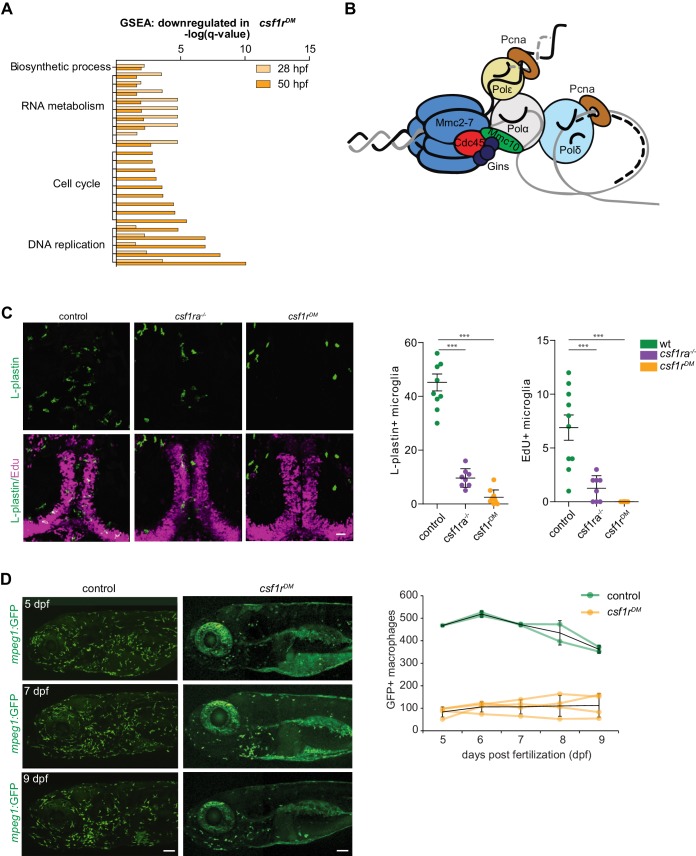
Csf1r-deficient tissue resident macrophages (microglia) fail to proliferate. (**A**) Bar graph showing the GO terms associated with enriched genes downregulated in *csf1r^DM^* macrophages (p<0,05). (**B**) Cartoon representing the vertebrate DNA replication complex, all components were significantly downregulated in *csf1r^DM^* macrophages. (**C**) Representative images and quantification of L-plastin/Edu double positive microglia at 5 dpf. Scale bar represents 25 µM. (**D**) Representative images, and quantification, of *mpeg1*+ macrophages in the anterior part of 5, 7 and 9 day old zebrafish and quantification of total number of macrophages at the imaged half of the total embryo. *Mpeg1*+ cells were quantified on one side of the embryo (right side). Error bars represent standard deviation. Statistical significance is calculated using one-way ANOVA with Dunnett’s multiple comparison test *<0,05 **<0,01 ***<0001. Each dot represents one fish.

Of the three Csf1r ligand genes, both *csf1a* and *csf1b* are expressed at 20 hpf, whereas *il34* is not detectable at that time, barely detectable at 24 hpf, and moderately expressed at 36 hpf (Figure 2—figure supplement 1C). Therefore, it is possible that the reduced expression of cell cycle related genes in *csf1r^DM^* macrophages could be attributed largely to a lack of interaction between the two Csf1 ligands and Csf1r. Additionally, this suggests that these two ligands likely do not influence the specification of embryonic macrophages at this stage. Previous analyses of macrophage development in *il34*^-/-^ deficient zebrafish around 30 hpf showed primarily a deficiency in the migration of macrophages across the embryo and into the brain (Kuil et al., 2019; Wu et al., 2018).

Microglia are the first TRM population present during embryonic development and they are highly proliferative during this time (Ginhoux et al., 2010; Herbomel et al., 2001; Xu et al., 2016). Therefore, we determined whether loss of Csf1r signaling also affects microglial proliferation. Pcna/L-plastin double immunostaining in control embryos showed that total microglia numbers increase between 2 and 4 dpf. At 2 dpf almost no macrophages in the brain are proliferating, whereas ~20% of the population is at 4 dpf (Figure 2—figure supplement 1B). In *csf1r^DM^* larvae a few microglia were occasionally present in the brain between 2 and 4 dpf, however none were Pcna+ (Figure 2—figure supplement 1B). EdU pulse labeling experiments, marking cells that proliferated between 4 and 5 dpf, showed no EdU+ microglia in *csf1r* mutants, suggesting that *csf1r*-deficient microglia fail to proliferate (Figure 3C). Thus, proliferation is impaired in both *csf1r^DM^* primitive macrophages and early microglia.

Next, we assessed the presence of macrophages in developing *csf1r^DM^* animals by in vivo fluorescence imaging of one lateral side of entire, individual larvae on 4 consecutive days, starting at 5 dpf. We visualized ~450 macrophages in control animals, whereas *csf1r^DM^* animals contained >4 fold fewer (~100) (Figure 3D). Over the next 4 days, macrophage numbers in both groups remained stable (Figure 3D). This suggests that, at this stage, there is neither proliferative expansion of embryonic macrophages nor supply of macrophages from an alternative source, causing macrophage numbers in *csf1r^DM^* larvae to remain much lower than those in controls up to 9 dpf. Together these data indicate that, onwards from the initiation of embryonic tissue colonization, proliferative expansion of macrophages remains halted in *csf1r*^DM^ animals.

### *csf1r^DM^* skin lacks highly branched putative Langerhans cells

Given that macrophages are produced by consecutive waves of primitive and definitive myelopoiesis, and that embryonic *csf1r^DM^* macrophages ceased to proliferate, we wondered whether macrophages would be present at later developmental stages in *csf1r^DM^* zebrafish. By live imaging at 20 dpf we detected *mpeg1+* cells in the skin of control animals, as expected, but also in the skin of *csf1r^DM^* animals (Figure 4A). To pinpoint the emergence of these *mpeg1+* cells we live imaged entire zebrafish unilaterally from 8 until 24 dpf (Figure 4B). Between 10 and 13 dpf, control *mpeg1*+ cell numbers increased ~1.6 fold and *csf1r^DM^ mpeg1*+ cell numbers increased 2.4 fold (Figure 4B). From 15 to 17 dpf onwards, *mpeg1*+ cell numbers continued to increase exponentially both in controls and in *csf1r^DM^* fish. As we noticed differences in the size of the zebrafish, as they grew older, both among controls and mutants, we also plotted *mpeg1*+ cell numbers against fish size (Figure 4B). Larval zebrafish rapidly grow in size, and their size often correlates better with developmental hallmarks than their age in days (Parichy et al., 2009). In larval fish smaller than 5 mm, *mpeg1*+ cell numbers did not increase, whereas in fish that were larger than 5 mm *mpeg1*+ cell numbers correlated almost linearly with size. Taken together, we show that particularly in larvae older than 15 dpf, or over 5 mm in size, *mpeg1*+ cell numbers increase significantly, independent of *csf1r* mutation status.

**Figure 4.**
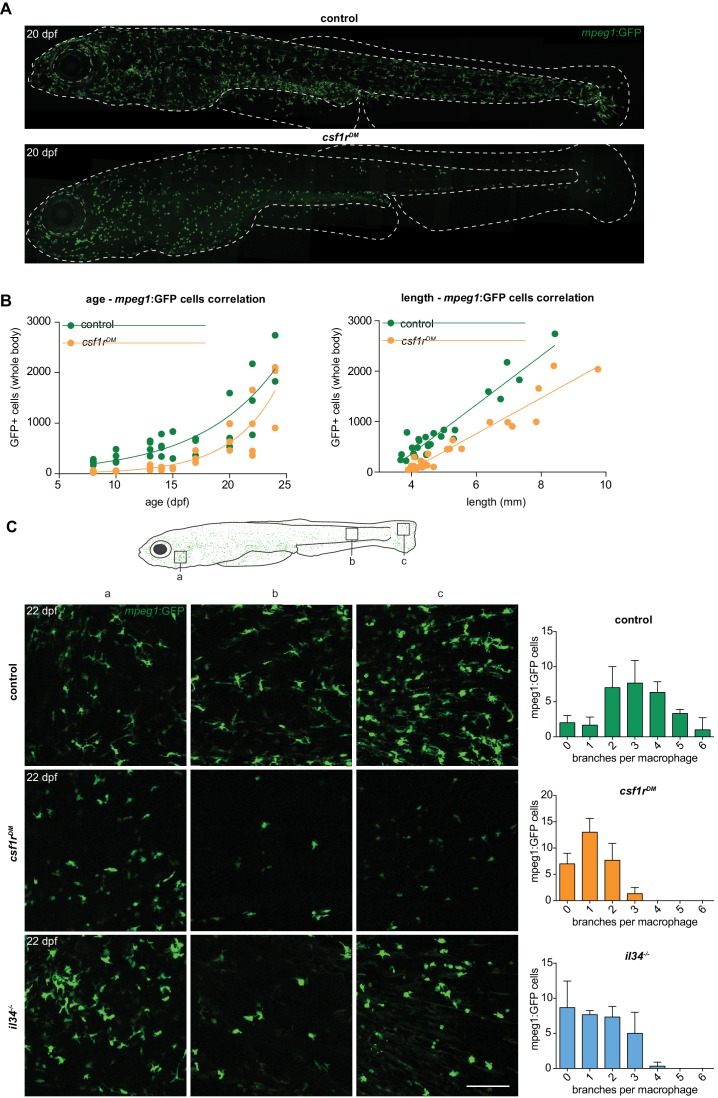
Two morphologically distinct populations of *mpeg1*+ cells in emerge from 15 dpf in the zebrafish skin. (**A**) Representative images of a control and *csf1r^DM^* zebrafish at 20 dpf. Dotted line represents the outline of the fish and its eye. (**B**) Quantification of the total number of *mpeg1*+ cells at one unilateral side of the fish at different time points between 8 and 24 dpf. The number of mpeg1+ cells was manually counted from the unilateral side presented in panel **A**. Plot showing the relationship between number of *mpeg1*+ cells and fish size. Each dot represents one fish. (**C**) Representative images of *mpeg1+* cells in different body regions at 22 dpf showing differences in morphology between controls and *csf1r^DM^* or *il34^-/-^mpeg1+* cells (n = 3 per group). Error bars represent standard deviation. *Mpeg1+* cells were quantified on one side of the embryo (right side).

**Figure 4—figure supplement 1.**
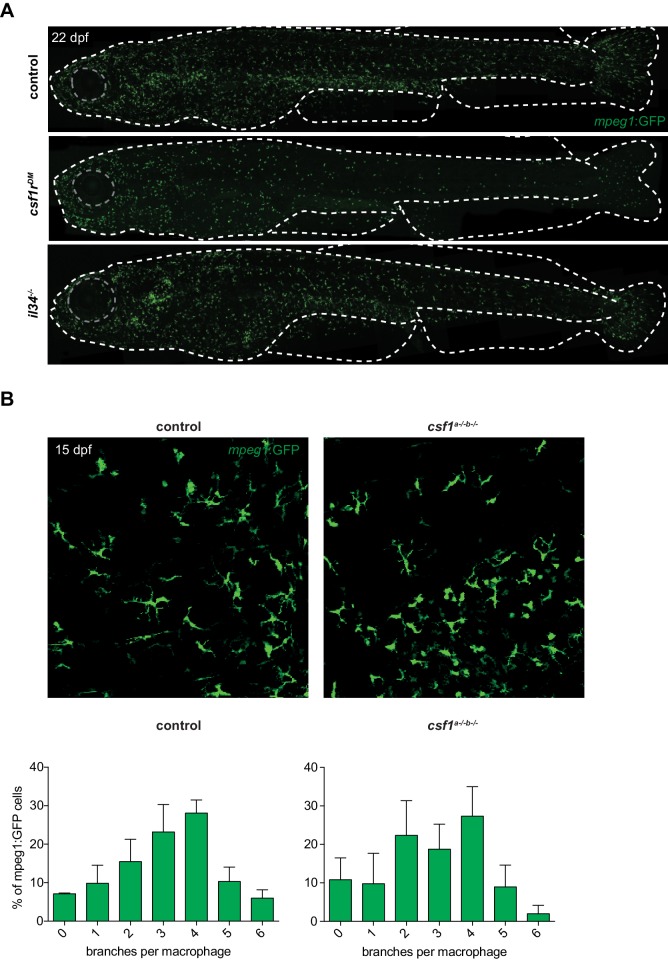
Abnormal morphology of *csf1r^DM^* and *il34^-/-^,* but not *csf1a^-/-^b^-/-^* larval *mpeg1*+ cells in the skin. (**A**) Representative images of a control, *csf1r^DM^* and *il34^-/-^* fish at 22 dpf. Dotted line represents the outline of the fish and its eye. (**B**) Representative images of *mpeg1+* cells in the skin of *csf1a*^-/-^*b^-/-^* showing no differences in morphology between control and *csf1a*^-/-^*b^-/-^mpeg1+* cells at 15 dpf (n = 3 per group). Error bars represent standard deviation.

Despite the overall similar kinetics of *mpeg1+* cell emergence, we observed major morphological differences in these cells between control and *csf1r^DM^* animals. In the skin of 22 dpf control zebrafish, we found two distinct cell morphologies: those presenting with a branched and mesenchymal cell shape reminiscent of mammalian Langerhans cells, the macrophage population in the epidermis, and those that display a compact, amoeboid morphology with short, thick, primary protrusions (Figure 4C). In 22 dpf *csf1r^DM^* fish, only the more amoeboid cell type was present. These persisting amoeboid *mpeg1+* cells in *csf1r* mutant animals could represent a subtype of macrophages, or skin metaphocytes, a newly identified macrophage-like cell type (Alemany et al., 2018; Lin et al., 2019).

Metaphocytes are ectoderm-derived cells that display gene expression overlapping partly with macrophages, including *mpeg1*, but with much lower expression of phagocytosis genes; these cells also lack a phagocytic response upon infection or injury (Alemany et al., 2018; Lin et al., 2019). As metaphocytes have also been reported to migrate faster than skin macrophages and morphologically resemble the *mpeg1*+ cells that remain in *csf1r^DM^* fish, we used time-lapse imaging and showed that, both in controls and in *csf1r^DM^* fish, the smaller, amoeboid *mpeg1+* cells were highly motile (Video 3; Lin et al., 2019). In contrast, the branched *mpeg1+* cells that were found only in controls presented long, continuously extending and retracting protrusions and an evenly spaced distribution, but were largely confined to their location during 3 hr imaging periods. These highly branched macrophages, which were absent in *csf1r*^DM^ fish, were located in the skin epidermis and, based on their location, morphology, migration speed, and behavior, may represent the zebrafish counterpart to mammalian Langerhans cells (Video 3 Lugo-Villarino et al., 2010). In support of this notion, branched *mpeg1*+ cells were hardly detected in the skin of zebrafish deficient for interleukin-34 (Figure 4—figure supplement 1A; 4C), the Csf1r ligand that selectively controls the development of Langerhans cells in mice (Greter et al., 2012; Wang et al., 2012). In larval zebrafish, *csf1a* and *csf1b* expression were detected in skin (Figure 2—figure supplement 1), more specifically in interstripe iridophores and hypodermal and fin cells (Patterson and Parichy, 2013). Although we found that *il34* was also expressed in adult skin, this expression was about 10-fold lower than that of *csf1a* or *csf1b* (Figure 2—figure supplement 1D). However, our in vivo imaging data suggests that the loss of Il34, but not of both Csf1a and Csf1b, affects branched skin macrophages in particular (Figure 4—figure supplement 1B).

**Video 3.** 3 hr time-lapse recordings of macrophages in the skin showing branched, mesenchymal macrophages and non-branched, amoeboid metaphocytes in control fish and only non-branched, amoeboid metaphocytes in *csf1r^DM^* fish.

### Remaining *mpeg1+* cells in *csf1r^DM^* skin are metaphocytes

We reasoned that macrophages, and/or possibly Langerhans cells, could be absent in *csf1r^DM^* and *il34* mutant skin, and that remaining *mpeg1+* cells may be metaphocytes. Unlike macrophages, metaphocytes are of non-hematopoietic, likely ectodermal origin (Lin et al., 2019). We recently proposed that skin macrophages and metaphocytes, based on these different ontogenies, could be discriminated in the adult zebrafish using the Tg(*kdrl:Cre; ßactin2*:loxP-STOP-loxP-*DsRed*) fate-mapping model that labels EMPs, HSCs and their progenies (Bertrand et al., 2010; Ferrero et al., 2018). Genetic, permanent labeling with DsRed of adult leukocytes, including branched skin macrophages is induced by constitutive expression of Cre recombinase in endothelial cells and hemogenic endothelium (Bertrand et al., 2010). As suggested by restricted expression of the metaphocyte marker *cldnh* in *mpeg1*-GFP^+^DsRed^-^ cells, non-hematopoietic metaphocytes lack DsRed labeling (Ferrero et al., 2020). The presence or absence of DsRed expression could thus be used to discriminate between metaphocytes (GFP^+^DsRed^-^) and macrophages (GFP^+^DsRed^+^). Of note, a possible caveat is that *mpeg1*+ primitive macrophages, which derive directly from *kdrl*-negative mesoderm, are also not marked by DsRed in this setting, which could complicate the interpretation of results. However, as we previously documented, there seems to be no contribution from primitive hematopoiesis to *mpeg1*-expressing cells in the adult skin (Ferrero et al., 2020). In addition, primitive macrophages appear virtually absent in Csf1r-deficient zebrafish, thus making this approach suitable to address the identity of *mpeg1+* cells in *csf1r^DM^* skin. We generated *csf1r*-deficient animals carrying these three transgenes and examined their skin by confocal imaging. In control adult zebrafish skin, populations both of GFP^+^DsRed^+^ and of GFP^+^DsRed^-^ cells were present, while only GFP^+^DsRed^-^ cells could be detected in *csf1r^DM^* animals (Figure 5A). This phenotype was further validated by flow cytometry analysis, showing a ~ 90% decrease in the GFP^+^DsRed^+^ population in *csf1r^DM^* zebrafish skin but no change in the frequency of GFP^+^DsRed^-^ cells (Figure 5B). Collectively, these results suggest that the generation of skin definitive macrophages is largely Csf1r-dependent and point to metaphocytes as the remaining *mpeg1*+ cells in *csf1r^DM^* skin.

**Figure 5.**
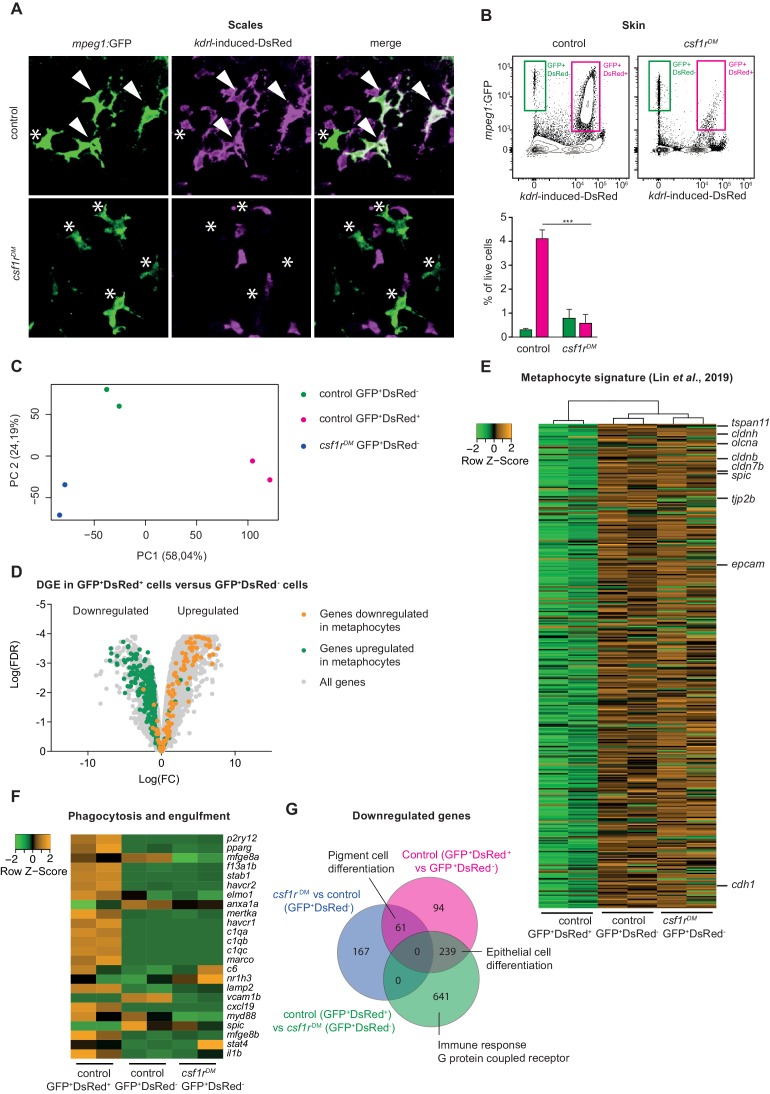
Amoeboid *mpeg1*+ cells in the zebrafish skin are of non-hematopoietic origin and have a metaphocyte transcriptome. (**A**) Immunofluorescence on manually dissected scales from adult skin of control and *csf1r^DM^ mpeg1:*EGFP +; *kdrl-*induced-DsRed+ adults (4 mpf). Stars: single-positive (SP) cells; white arrowheads: double-positive (DP) cells. (**B**) FACS analysis on cells from the adult skin (4 mpf, n = 3 per group) and quantification. GFP^+^DsRed^-^=*mpeg1*+ only, GFP^+^DsRed^+^=*mpeg1*+/*kdrl-*induced-DsRed+. (**C**) PCA analysis showing segregatin based on cell type (PC1) and genotype (PC2). (**D**) Volcano plot showing gene expression changes between control GFP^+^DsRed^+^ versus GFP^+^DsRed^-^ cells. Light grey: DGE of all genes, Green: DGE of genes enriched in metaphocytes logFC >2 (Lin et al., 2019); Orange: DGE of genes downregulated in metaphocytes logFC <2 (Lin et al., 2019). (**E**) Heat map showing the expression of metaphocyte signature genes. (**F**) Heat map showing the expression of phagocytosis and engulfment genes. (**G**) Venn diagram showing DGE between the three groups (logFC > |2|; FDR < 0.05).

**Figure 5—figure supplement 1.**
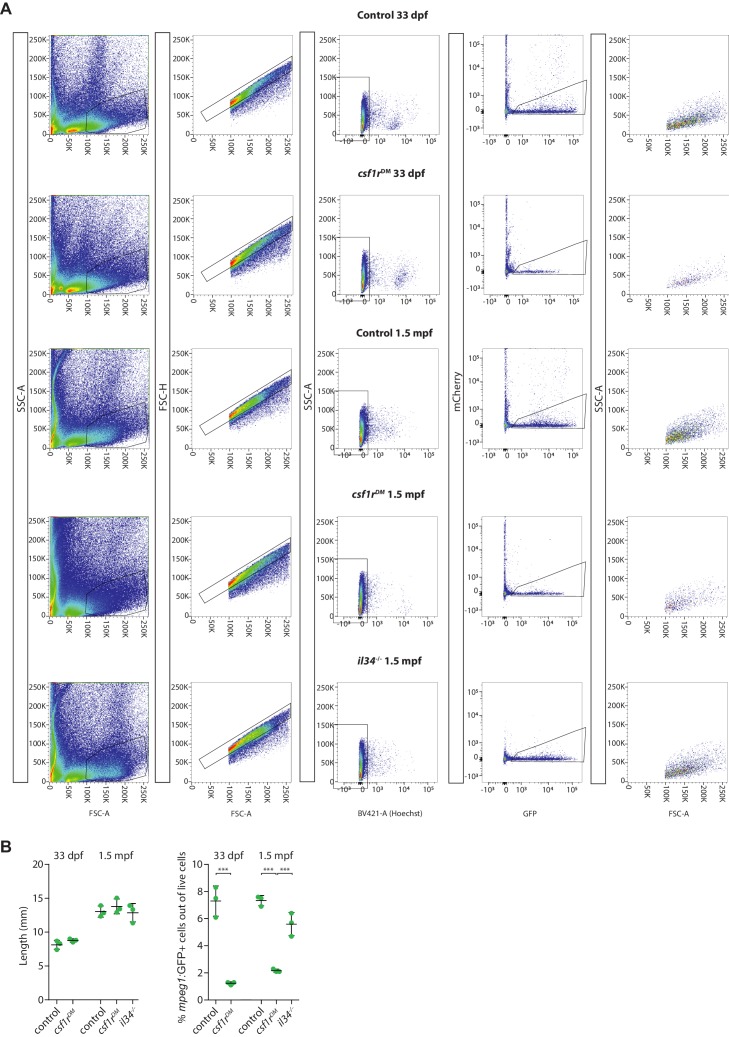
Gating strategy for isolating *mpeg1*+ cells from juveniles. (**A**) FACS sorting strategy showing one representative example for each genotype. (**B**) Quantification of the length of the fish and the percentage *mpeg1+* cells out of live cells ***<0001. Each dot represents one fish.

**Figure 5—figure supplement 2.**
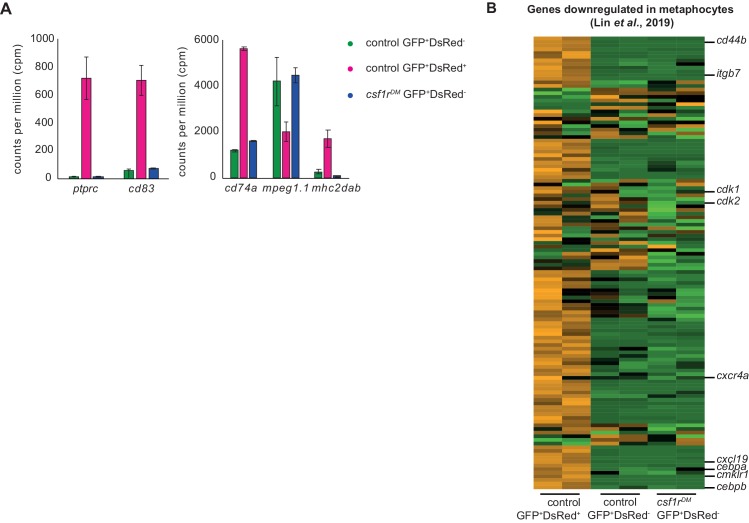
Expression profiles of non-hematopoietic and hematopoietic *mpeg1*+ cells of control and *csf1r^DM^* juvenile zebrafish. (**A**) Graphs showing counts per million (cpm) values for various genes enriched in macrophages. (**B**) Heat map showing the expression of genes downregulated in metaphocytes compared to neutrophils and LCs (LogFC <2, Lin et al., 2019).

To further characterize cell identity, we FAC-sorted GFP^+^DsRed^+^ and GFP^+^DsRed^-^ cells from control fish skin and GFP^+^DsRed^-^ cells from *csf1r^DM^* skin and performed bulk RNA sequencing. PCA shows clustering of duplicates and segregation of GFP^+^DsRed^-^ and GFP^+^DsRed^+^ (PC1) and genotype (PC2) (Figure 5C). Consistent with their expected hematopoietic identity, GFP^+^DsRed^+^ cells expressed the pan-leukocyte marker *ptprc* (Figure 5—figure supplement 2A). In contrast, GFP^+^DsRed^-^ cells were negative for this marker. To address whether GFP^+^DsRed^-^ cells overlap with metaphocytes, we selected genes expressed at higher levels in zebrafish metaphocytes than in macrophages, LCs and neutrophils (Lin et al., 2019) (TPM logFC >2), and analyzed their expression in our data. This revealed that GFP^+^DsRed^-^ cells display a robust ‘metaphocyte’ gene signature (e.g. *cdh1*, *epcam*, *cldnh, cd4-1*), regardless of their genotype (Figure 5D–E). Additionally, many genes involved in phagocytosis and engulfment were downregulated in GFP^+^DsRed^-^ cells (e.g. *mertka*, *havcr1*, *stab1,* Figure 5F), as were genes that were previously shown to be expressed at lower levels in metaphocytes than in LCs and neutrophils (e.g. *itgb7*, *cdk1*, *cmklr1, cebpb*, Figure 5—figure supplement 2B). In line with the transcriptome similarities previously reported for metaphocytes and LCs, all cell populations in our analyses express *mpeg1* as well as genes related to antigen presentation (*mhc2dab*, *cd74a*, *cd83*) (Figure 5—figure supplement 2A). Together, these findings validate the qualification of skin GFP^+^DsRed^-^ cells as metaphocytes. Moreover, further analysis showed no major changes in the transcriptome of metaphocytes in the absence of *csf1r*, as only relatively few genes (359 out of 20.382) were found to differ significantly in expression between control and *csf1r^DM^* GFP^+^DsRed^-^ cells (Figure 5G). Unexpectedly, many of these genes are involved in pigment cell differentiation. Taken together with our imaging analyses (Figures 4 and 5A), these data show that the skin of *csf1r^DM^* zebrafish lack *mpeg1*+ macrophages, but exclusively contain *mpeg1*+ metaphocytes, which are not reliant on Csf1r-signaling.

### *Csf1r^DM^* fish lack most mononuclear phagocytes

We wondered whether the macrophage deficiency observed in the skin represents a general feature of *csf1r^DM^* fish. To address this question, we quantified total *mpeg1*+ cell numbers in 33 dpf and 1.5 months post fertilization (mpf) (juvenile zebrafish: between 30–90 dpf) control, *csf1r^DM^* and *il34^-/-^* fish by FACS (Figure 5—figure supplement 1). Fish deficient for *il34* were included as an extra control, since they exhibit a selective loss of branched skin macrophages and contain lower embryonic microglia numbers, but retain other macrophage populations (Figure 4C; Kuil et al., 2019; Wu et al., 2018). Indeed, *mpeg1*+ cell numbers, with macrophage scatter properties, obtained from whole *csf1r^DM^* animals, were much lower than those in controls and *il34* mutants (Figure 4—figure supplement 1A-B). These findings are analogous to results reported for various organs of *Csf1r*-deficient mice and rats (Dai et al., 2002; Pridans et al., 2018). We next performed bulk RNA-sequencing on the total population of *mpeg1+* cells isolated from controls, *csf1r^DM^*, and *il34^-/-^* (Figure 6A). 

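The RNA came from *mpeg1*+ cells that were sorted from single fish carrying a GFP reporter driven by the *mpeg1* promoter, a gene expressed in macrophages and, as the paper describes, also in metaphocytes. There were 5 groups of 3 fish, namely controls and *csf1r DM* fish at 33 dpf, and controls, *csf1r DM* and *il34-/-* fish at 1.5 mpf. The sample titles name the older fish 5 months of age, whereas the paper and the stage recorded for each sample give 1.5 mpf, which is used here. The cDNA was amplified with a kit for very low RNA input before the libraries were made, and paired reads of 75 bp were mapped by the authors with STAR to the zebrafish genome. The authors deposited the whole number of reads counted on each of 35117 genes, without normalization. Counts per fish ranged from 5488201 to 11638551 (median 8544867) in controls at 33 dpf and from 10110020 to 106374902 (median 13029138) in *csf1r DM* fish at 33 dpf. At 1.5 mpf they ranged from 8526892 to 11015489 (median 8765523) in controls, from 7688093 to 30478713 (median 10633348) in *csf1r DM* fish and from 7325021 to 28123979 (median 8854500) in *il34-/-* fish. The text of the paper does not name the counting program or the annotation for these libraries. Starting from these counts, the 17640 genes with enough reads across the groups (filterByExpr in edgeR) were normalized by the TMM method and fitted together for all 15 fish, with 1 coefficient per group. Groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and genes with an adjusted p-value under 0.05 were called. The choice of the test, the filter on low counts and the fish that share the estimate of variability are among the settings that changed the number of genes called. The variability between fish was large, with a common dispersion of 1.57.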

PCA showed clustering of triplicates and segregation based on genotype (component 1: *csf1r^DM^* versus controls/*il34^-/-^*, component 2: *il34* mutants versus controls) (Figure 6B). In addition, gene expression profiling identified transcriptional programs consistent with phagocytic macrophages in control and *il34*^-/-^*mpeg1+* cells, but profiles consistent with metaphocytes only in *csf1r^DM^* cells (Figure 6C–E). 

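Principal components were computed from log2 CPM (counts scaled to library size) with a prior count of 2, centred per gene and not scaled. Component 1 held 16.3% and component 2 held 9.52% of the variance between the 15 libraries. On component 1, the 6 *csf1r DM* fish lay between 102.0 and 157.5, whereas the controls and *il34-/-* fish of both ages lay between -101.6 and -63.1. On component 2, the 3 *il34-/-* fish lay at -12.3, -137.8 and -224.8, below all 6 controls, which lay between 40.2 and 100.2. Of the 6 *csf1r DM* fish, 1 lay within the range of the controls on component 2, at 73.4, and the other 5 lay below all controls, between -52.4 and 16.5. The mean Euclidean distance between triplicates was 317 ± 7.27 (SD over the 3 pairs of fish) in controls at 33 dpf, and 413 ± 10.3 (SD over 9 pairs) between these fish and *csf1r DM* fish of the same age. *csf1r DM* fish at 33 dpf differed more from each other, with a mean distance of 399.9 ± 12.2 (SD over 3 pairs). Controls at 1.5 mpf were also farther apart, at 379.6 ± 15.6 (SD over 3 pairs), and lay 366.7 ± 30.8 (SD over 9 pairs) from controls at 33 dpf. Their mean distance was 413 ± 29.3 (SD over 9 pairs) to *csf1r DM* fish and 393.9 ± 35.2 (SD over 9 pairs) to *il34-/-* fish of the same age, and both sets of pairs overlapped with the pairs of controls. At 1.5 mpf the mean distance was 363.7 ± 13.9 within *csf1r DM* fish and 367.6 ± 24.0 within *il34-/-* fish (SD over 3 pairs each). Both were smaller than the mean distance to controls, but the ranges of the pairs overlapped. Within the 2 ages, genotype accounted for 21.2% of the squared distance between control and *csf1r DM* fish (permutational analysis of variance, exact permutation of genotype within age, p = 0.005, the smallest p that the 400 arrangements allow). Between *il34-/-* fish and controls at 1.5 mpf the share was 25.3%, with p = 0.1, the smallest p that 3 fish against 3 allow in an exact permutation test. The sizes of these shares cannot be compared, since the share expected without any effect is larger with fewer fish. The share held by component 1 changed most when only the 500 most variable genes were used, to 31.2%.

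**Figure D1:**
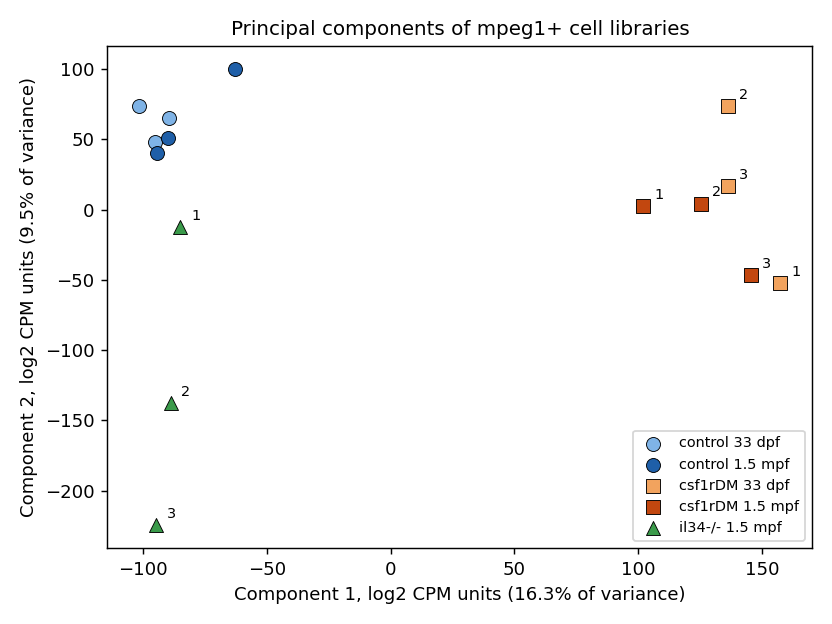
Component 1 (horizontal) and component 2 (vertical) of log2 CPM, one point per fish, with numbers giving the replicate of the mutant fish. The *csf1r DM* fish (squares) sit between 102.0 and 157.5 on component 1, and the *il34-/-* fish (triangles) between -224.8 and -12.3 on component 2.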

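At 33 dpf, 538 genes differed between *csf1r DM* and control *mpeg1*+ cells, of which 302 were higher and 236 were lower in *csf1r DM* cells. Over both ages, the mean difference between *csf1r DM* and control cells passed the threshold for 1035 genes, with 476 higher and 559 lower. At 1.5 mpf, *csf1r DM* and *il34-/-* cells differed in 321 genes, with 153 higher and 168 lower in *csf1r DM* cells. The number of genes changed most with DESeq2 in place of edgeR, which called 2781 genes over both ages. Genes are listed by Ensembl identifier, and the files do not pair the identifiers with names, so the genes in the heat maps of Fig. 6C and Fig. 6E were not analysed here. Among the genes without overlap between the 6 control and 6 *csf1r DM* fish, ENSDARG00000076484 fell most clearly, from 175 ± 60.3 CPM (SD, n = 6) in controls to 0.052 ± 0.042 (SD, n = 6) in *csf1r DM* cells, a log2 fold change of -11.28 (standard error 0.55, adjusted p = 1.83e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *il34-/-* cells it was present at 102 ± 49.3 CPM (SD, n = 3). Its mean in *csf1r DM* cells lay under 3 counts, the smallest level taken as visible, in every *csf1r DM* library except the deepest. The size of its fall is therefore uncertain, and the log2 fold change was -10.59 with all libraries thinned to the smallest total of counts. ENSDARG00000036074 fell from 875 ± 645 to 66.5 ± 54.3 CPM (log2 fold change -3.78, standard error 0.18, adjusted p = 1.83e-07 from edgeR). For this gene *il34-/-* cells had 1175 ± 79.8 CPM. ENSDARG00000102555 rose from 79.5 ± 38.4 CPM in controls to 1277 ± 238 in *csf1r DM* cells (log2 fold change 4.07, standard error 0.22, adjusted p = 4.69e-07 from edgeR), and *il34-/-* cells had 147 ± 7.64. ENSDARG00000058348 rose from 709 ± 50.5 to 1856 ± 312 CPM (log2 fold change 1.38, standard error 0.11, adjusted p = 1.38e-05 from edgeR). Here *il34-/-* cells had 934 ± 181 CPM, between the means of control and *csf1r DM* cells. For each of these genes the *il34-/-* fish were all at 1.5 mpf, whereas the other means pool both ages. These values therefore do not compare fish of the same age. From the expression of the named phagocytosis and metaphocyte genes in Fig. 6C–E, the paper proposes that control and *il34-/-* cells carry the program of phagocytic macrophages and that the metaphocyte profile is found only in *csf1r DM* cells.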

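The genes that set *csf1r DM* fish apart at 33 dpf were followed in the 1.5 mpf fish, a comparison chosen after the data were seen. When only the 6 fish at 33 dpf were fitted, 14172 genes were tested and 99 were higher and 49 lower in *csf1r DM* cells. None of the fish at 1.5 mpf had a part in this selection. Over the 99 genes, the mean log2 CPM was 8.22 ± 0.05 (SD, n = 3) in *csf1r DM* fish at 1.5 mpf, 6.64 ± 0.22 (SD, n = 3) in controls and 6.24 ± 0.06 (SD, n = 3) in *il34-/-* fish. Over the 49 genes it was 2.38 ± 0.55 in *csf1r DM* fish, 5.75 ± 0.38 in controls and 5.57 ± 0.27 in *il34-/-* fish (SD, n = 3 each). The score of a fish, the first mean minus the second, was 4.96 log2 units higher in *csf1r DM* fish than in controls (exact permutation test, two-sided, p = 0.1, the smallest p that this number of fish allows). *il34-/-* fish scored -0.21 log2 units relative to controls (exact permutation test, two-sided, p = 0.4), which is within the spread between fish. Of the 148 genes, 137 (92.6%) changed in *csf1r DM* fish at 1.5 mpf in the same direction as at 33 dpf, against 65 (43.9%) in *il34-/-* fish. With each fish left out in turn, the difference stayed between 4.65 and 5.16 for *csf1r DM* fish and between -0.31 and -0.06 for *il34-/-* fish. The difference for *csf1r DM* fish moved most with the genes called at 33 dpf in the fit of all 15 libraries, to 2.93, with -0.21 for *il34-/-* fish (exact permutation test, two-sided, p = 0.1 for both).

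**Figure D2:**
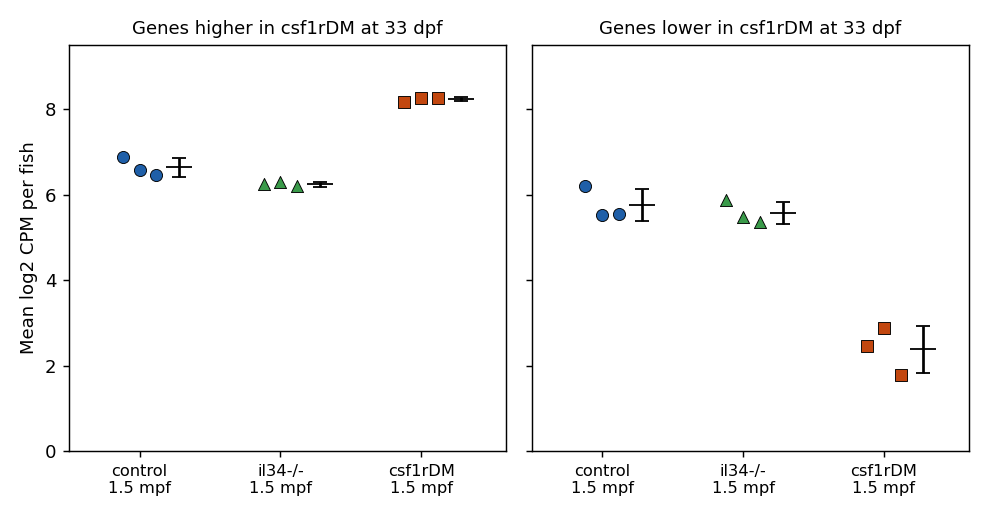
Mean log2 CPM (vertical axis) of the 99 genes higher (left) and the 49 genes lower (right) in *csf1r DM* fish at 33 dpf, measured in the fish at 1.5 mpf. Points are single fish and bars are the mean and SD of 3 fish, with *csf1r DM* fish at 8.22 and 2.38 and *il34-/-* fish at 6.24 and 5.57.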

As overall *il34*^-/-^ animals have a relatively small and selective macrophage depletion, we argue that this could have prevented the detection of a metaphocyte signature. 

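In all 6 controls, 25 genes had at least 10 counts while having at most 3 counts in all 6 *csf1r DM* fish. The reverse pattern was found for 10 genes. Relabelling genotype within same-numbered pairs of fish at each age gave 32 possible splits, and the other splits gave at most 5 such genes in both directions together, with a median of 1. Of the 25 genes on in controls, 9 had at least 10 counts in all 3 *il34-/-* fish and 1 had at most 3 counts in all of them, whereas 15 lay in between. Of the 10 genes on in *csf1r DM* fish, 5 had at most 3 counts in all *il34-/-* fish and 1 had at least 10 counts in all of them. These limits were chosen after the data were seen. With all libraries thinned to the smallest total there were 30 and 6 genes.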

Collectively, this suggests that *csf1r^DM^* fish specifically exhibit a profound deficiency in mononuclear phagocytes, whereas numerous remaining *mpeg1+* cells appear to be metaphocytes rather than macrophages.

**Figure 6.**
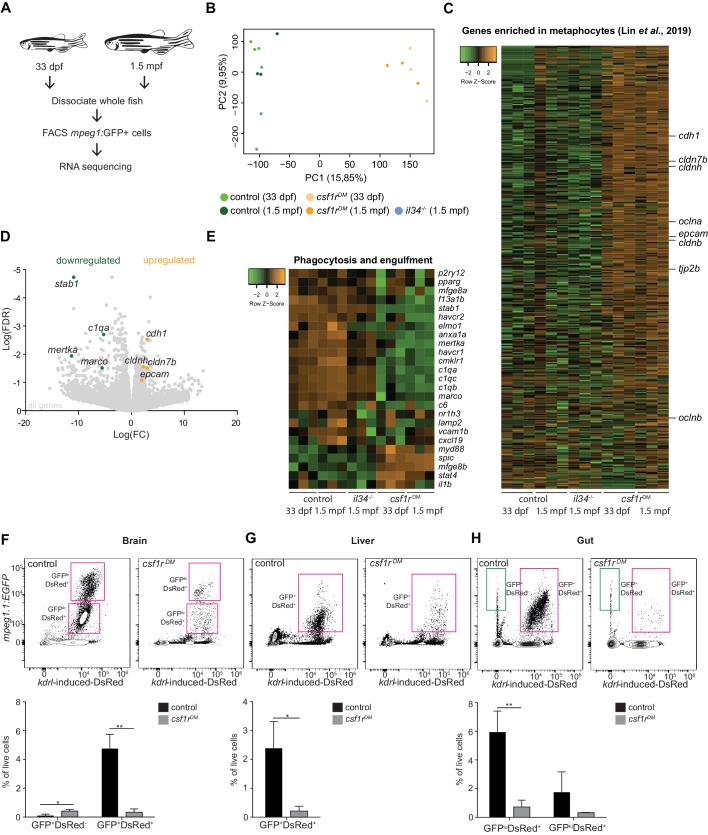
RNA sequencing of juvenile *mpeg1*+ cells and FACS analysis of brain, liver and gut, shows systemic depletion of macrophages in *csf1r^DM^* zebrafish. (**A**) Schematic representation of the RNA sequencing strategy. (**B**) PCA analysis shows clustering of triplicates and segregation on genotype (control/*il34^-/-^* vs. *csf1r^DM^*). (**C**) Heat map showing the expression of metaphocyte signature genes in control, *il34^-/-^* and *csf1r^DM^ mpeg1*+ cells. (**D**) Volcano plot showing gene expression changes between control and *csf1r^DM^* at 1.5 mpf. Light grey: DGE of all geness, Green: DGE of some phagocytosis genes downregulated in *csf1r^DM^ mpeg1*+ cells; Orange: DGE of genes enriched in metaphocytes (Lin et al., 2019). (**E**) Heat map showing phagocytosis and engulfment genes. (**F–H**) FACS analysis on cells from the adult (4 mpf) brain (**F**), liver (**G**) and gut (**H**) and quantifications. GFP^+^DsRed^-^=*mpeg1*+ only, GFP^+^DsRed^+^=*mpeg1*+/*kdrl*-induced-DsRed+.

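At 1.5 mpf, the comparison of the volcano plot in Fig. 6D, 288 genes differed between *csf1r DM* and control *mpeg1*+ cells by edgeR's quasi-likelihood test, with 77 higher and 211 lower in *csf1r DM* cells. The median absolute log2 fold change of these genes was 1.97, and 141 of them changed by more than 2 on the log2 scale. Without adjustment, 2308 genes had a p-value under 0.05. At 33 dpf, 116 of the 288 genes were also called, 113 of them in the same direction, where 8.78 shared genes would be found by chance. With each of the 6 fish left out in turn, between 108 and 219 genes were called.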

We further tested this possibility by lineage-tracing and surveyed, through flow cytometry, the presence of GFP^+^DsRed^+^ macrophages and GFP^+^DsRed^-^ metaphocytes among adult organs isolated from control and *csf1r*^DM^ fish. As previously reported, in the zebrafish brain, primitive hematopoiesis-derived *mpeg1+* microglia are completely replaced by HSC-derived *mpeg1*+ cells, and therefore all adult microglia, as well as CNS-associated macrophages are GFP^+^DsRed^+^ (Ferrero et al., 2018). In addition, the lack of GFP^+^DsRed^-^ cells in the adult brain indicates that metaphocytes are not present in the central nervous system (Figure 6F). Brains of *csf1r^DM^* zebrafish were largely devoid of GFP^+^DsRed^+^ cells (Figure 6F), in line with our previous studies (Oosterhof et al., 2019; Oosterhof et al., 2018). Similarly, livers from control and *csf1r^DM^* animals contained solely GFP^+^DsRed^+^ cells, which were virtually absent in *csf1r^DM^* animals (Figure 6G). The intestine on the other hand contained both GFP^+^DsRed^+^ and GFP^+^DsRed^-^ cells (Figure 6H). However, these GFP^+^DsRed^+^ cells were lost and GFP^+^DsRed^-^ cell numbers were increased in *csf1r^DM^*. As the presence of metaphocytes was reported in skin but also in the intestine (Ferrero et al., 2020; Lin et al., 2019), intestinal GFP^+^DsRed^-^ cells are likely also *csf1r-*independent metaphocytes. In all, *mpeg1+* macrophages are largely Csf1r-dependent, whereas *mpeg1+* cells present in the skin and intestine are Csf1r-independent non-hematopoietic metaphocytes (Figure 7).

**Figure 7.**
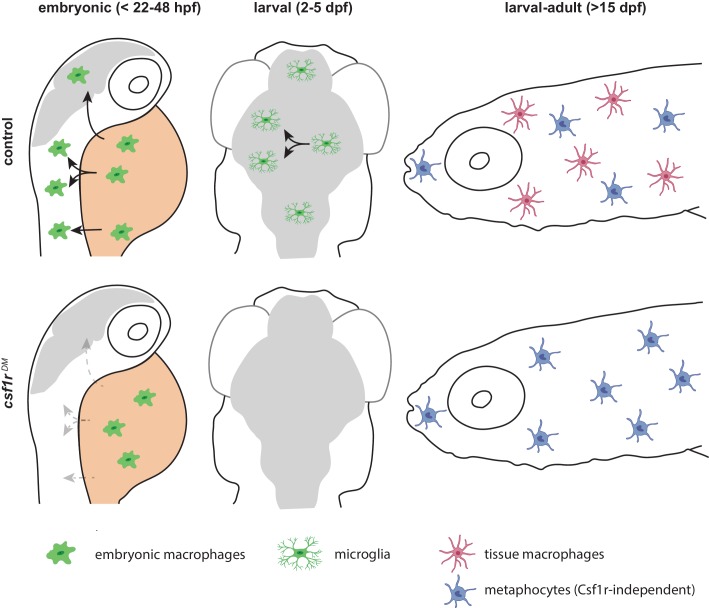
Schematic presentation of macrophage development in control and *csf1r*-deficient zebrafish. Upper panels indicate development of macrophages, microglia and definitive macrophages and metaphocytes: embryonic macrophages (left), microglia in larval brain (middle) and macrophages and metaphocytes in larva >15 dpf. Lower panels indicate abnormalities found in macrophage development in *csf1r-*deficient zebrafish: embryonic macrophages fail to migrate across the embryo (left), fewer macrophages arrive in the brain, and fail to divide (middle), metaphocytes develop normally whereas macrophages are depleted from larval to adult stages.

## Discussion

Here, we showed that embryonic macrophages, develop, proliferate, and also initially acquire macrophage behavior and gene expression profile independently of Csf1r. However, without functional Csf1r, these cells subsequently fail to distribute across the embryo and cease to expand in numbers. This phenotype explains particularly the strong effect on microglial precursors, as these invade the brain and expand in numbers early in embryonic development and microglia are absent throughout life in zebrafish, mice, rats and humans deficient for CSF1R. Around 15 days of age, however, a strong increase in *mpeg1*+ macrophages in skin was detected by in vivo imaging in control but also in *csf1r^DM^* animals. Nevertheless, skin of both *csf1r^DM^* and mutants for the Csf1r ligand Il34 lacked the branched macrophages, which were present in controls, and only contained amoeboid *mpeg1+* cells. Based on their non-hematopoietic origin and shared transcriptome profile, we identified these cells as metaphocytes. As metaphocytes share markers, morphology, and gross behavior with macrophages, they are easily mistaken for macrophages. We further showed that *csf1r^DM^* adults lacked virtually all blood-derived *mpeg1+* mononuclear phagocytes, revealing the presence of *mpeg1+* metaphocytes in the gut, as well as in the skin. Our data shows that in zebrafish Csf1r is critical for generation of both embryonic and adult macrophages, but is dispensable for the development of metaphocytes. Therefore, *csf1r*-deficient zebrafish are macrophage-less in most organs, and as they are viable, enable us to study the in vivo consequences of the absence of macrophages for developmental and homeostatic cellular processes.

Two recent studies identified metaphocytes in zebrafish using distinct lineage tracing techniques, namely laser-mediated localized Cre-activation and CRISPR/Cas9 mediated genetic scarring followed by single cell DNA sequencing (Alemany et al., 2018; Levraud and Herbomel, 2019; Lin et al., 2019). Metaphocytes show reduced expression of engulfment genes, do not show a phagocytic response to injury or bacterial infection, have a rounded morphology and are highly motile (Alemany et al., 2018; Lin et al., 2019). Our transcriptome analysis showed high resemblance between metaphocytes and the remaining *mpeg1*+ cells in *csf1r^DM^* zebrafish (total juvenile population and isolated from adult skin). Control and *csf1r*^DM^ metaphocytes showed overall high similarity, but *csf1r*^DM^ metaphocytes showed lower expression of genes involved in pigment cell differentiation. It is possible that this is an indirect consequence of the altered pigmentation status of *csf1r^DM^* deficient zebrafish, since they lack most of their xantophores, and lack stripes due to abnormal melanocyte patterning. As markers labeling macrophages will likely also label metaphocytes, this could perhaps explain the presumed incomplete depletion of macrophages in *Csf1r* mutant animals, or after CSF1R pharmacological inhibition (Dai et al., 2002; Erblich et al., 2011; Pridans et al., 2018). Even though, particularly in vitro, CSF1R is considered essential for macrophage development, macrophages are nevertheless detected, in numbers ranging between 10–70% of the numbers found in controls, in tissues, other than brain, epidermis and bone, of *Csf1r-*deficient mice and rats (Dai et al., 2002; Pridans et al., 2018). Therefore, at least in zebrafish, macrophage numbers in Csf1r-deficient mutants were initially overestimated (Oosterhof et al., 2018). As *CSF1R* mutations cause pleiotropic effects on various tissues in vertebrates and in human disease, that are likely caused by the absence of macrophages, our results further stress the importance of macrophages for development and homeostatic regulation of tissues. In addition, this raises the question whether metaphocytes exist in mammals (Oosterhof et al., 2019; Oosterhof et al., 2018).

In mouse *Csf1r* knockouts embryonic macrophages were reported to be largely absent from the yolk sac at E12.5 (Ginhoux et al., 2010). However, at E10.5 embryonic macrophages normally have already migrated away to the fetal liver and embryonic organs (Stremmel et al., 2018). Therefore, it is unknown whether primitive macrophages would be present in *Csf1r-*deficient mice at a stage earlier than E10.5 and can be generated independently of Csf1r. In *csf1r^DM^*fish we found initially normal embryonic macrophage numbers, but at 2–2.5 dpf, concordant with E12-13 in mice, we also found reduced macrophage numbers compared to controls. It remains to be determined whether CSF1R signaling is essential for embryonic development in mice and other mammals at earlier stages as well.

Homozygous mutations in *CSF1R* cause severe congenital brain disease with osteopetrosis, and absence of microglia (Monies et al., 2017; Oosterhof et al., 2019). Our data in zebrafish show multiple Csf1r-dependent steps of early microglia development that together illustrate how CSF1R-deficiency could underlie the absence of microglia already early in development. In zebrafish, only few Csf1r-deficient microglial progenitors reach the developing brain, since they stop to expand, and they are unable to respond to neuronal expressed Interleukin-34, which normally facilitates brain colonization (Greter et al., 2012; Kuil et al., 2018; Wang et al., 2012; Wu et al., 2018). Thereafter, these few microglia do not expand, which eventually leads to their extinction. We propose that such a mechanism may underlie the absence of microglia, and osteoclasts, in patients with homozygous mutations in *CSF1R* (Figure 7).

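Between *il34-/-* and control *mpeg1*+ cells at 1.5 mpf, 121 genes differed by edgeR's quasi-likelihood test, 64 higher and 57 lower in *il34-/-* cells. Their median absolute log2 fold change was 1.66, and 39 of them changed by more than 2 on the log2 scale, 11 higher and 28 lower. The 3 *il34-/-* fish did not overlap with the 3 controls for 3545 genes (20.1% of the genes tested), where 10% would be found by chance on average over all splits of these fish. A given split can lie far from this average, as genes vary together within a fish. The other splits were not examined for overlap, so the excess was not tested. Of the 121 genes, 27 were also called between *csf1r DM* and control cells of this age, all 27 in the same direction, although both comparisons share the same 3 controls. Between *csf1r DM* and control cells at 33 dpf, where other controls were used, 34 of the 121 genes were called, 5 of them in the same direction. Over both ages, 31 were called, 18 of them in the same direction. The number of genes depended on single fish, since between 16 and 107 genes were called with each of the 6 fish left out in turn.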

We find in *il34^-/-^* zebrafish that branched skin macrophages are lacking, but we did not find substantially lower numbers of macrophages or obvious gene expression changes overall, as in *csf1r^DM^* zebrafish. This phenotype is reminiscent of that of *Il34* mutant mice that selectively lack microglia and Langerhans cells (Greter et al., 2012; Wang et al., 2012). Previous studies claimed skin *mpeg1*+ hematopoietic branched cells in zebrafish to be Langerhans cells (He et al., 2018; Lin et al., 2019). It remains unclear whether these are true Langerhans cells, as there is no known zebrafish ortholog of langerin (CD207), the main marker of LCs in humans and mice. LCs are likely to exist in zebrafish, as Birbeck granules, the morphological markers of LCs, have been identified in zebrafish skin macrophages (Lugo-Villarino et al., 2010), and we recently demonstrated that zebrafish branched skin macrophages, develop independently of the transcription factor Irf8 (Ferrero et al., 2020), similar to mammalian LCs (Chopin et al., 2013; Hambleton et al., 2011). Their dependence on Il34 provides additional evidence for the conservation of LCs in zebrafish. The effect of Il34 loss on macrophage development is relatively subtle, and overall gene expression of *mpeg1*+ cells in *il34* mutants is likely to be dominated by gene expression from all Il34-independent macrophage populations and the effect of the loss of branched skin macrophages is therefore masked in the bulk RNA expression.

TRMs retain the ability to proliferate, partly due to the relief of transcriptional suppression of proliferative enhancers by MAFB (Soucie et al., 2016). Our findings suggest that Csf1r plays a central role in the maintenance of macrophage proliferative capacity. Our embryonic macrophage transcriptome analysis revealed two-fold lower expression of the majority of DNA replication genes in *csf1r^DM^* embryos, pointing towards a Csf1r-dependent induction of DNA replication, underlying the lack of macrophage proliferation. CSF1 can indeed rapidly stimulate S-phase entry and DNA replication of macrophages in vitro (Tushinski and Stanley, 1985). The Csf1r-independent proliferation of the earliest primitive macrophages on the yolk, could be explained by signaling through other members of the type III receptor tyrosine kinase family, including Csf3r, Flt3, or C-kit, of which two in zebrafish have been shown to be involved in the expansion of primitive macrophages (Flt3) or HSPCs (Kitb) (Bartelmez and Stanley, 1985; He et al., 2014; Mahony et al., 2018; Sarrazin et al., 2009; Williams et al., 1992). This could explain how the initial proliferation of progenitors is independent of Csf1r while later differentiation then becomes dependent.

In sum, our work provides new insight into the dynamics of embryonic and adult macrophage development, but also metaphocyte ontogeny in zebrafish, as well as the developmental requirements for Csf1r therein. The *csf1r^DM^* zebrafish are highly suitable for studying the effects of macrophage absence systemically and metaphocyte function in isolation. In addition, we provide an approach to discern Csf1r-independent metaphocytes from Csf1r-dependent macrophages. Our findings here provide insight into the mechanism that could also underlie the absence of microglia in *CSF1R*-related leukodystrophy and could help predict the effects on other TRM populations in response to CSF1R mutations or pharmacological inhibition.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Danio rerio*)	Tg(mpeg1:EGFP)gl22	Ellett et al., 2011	gl22Tg RRID:ZFIN_ZDB-ALT-120117-1	Transgenic
Gene (*Danio rerio*)	*il34^re03/re03^*	Kuil et al., 2019	re03 RRID:ZFIN_ZDB-ALT-190814-11	Mutant
Gene (*Danio rerio*)	*csf1rb^re01/re01^*	Oosterhof et al., 2018	re01 RRID:ZFIN_ZDB-ALT-180807-1	Mutant
Gene (*Danio rerio*)	*csf1rb^sa1503/sa1503^*	ZIRC, This paper	sa1503 RRID:ZFIN_ZDB-ALT-120411-187	Mutant
Gene (*Danio rerio*)	*csf1ra^j4e1^*^/*j4e1*^	Parichy et al., 2009	j4e1 RRID:ZFIN_ZDB-ALT-001205-14	Mutant
Gene (*Danio rerio*)	*Et(shhb:KalTA4,UAS-E1b:mCherry*)^zf279^	(Distel et al., 2009)	zf279Et RRID:ZFIN_ZDB-ALT-120221-7	Transgenic
Gene (*Danio rerio*)	Tg(*kdrl*:Cre)^s898^	Bertrand et al., 2010	s898Tg RRID:ZFIN_ZDB-ALT-100419-3	Transgenic
Gene (*Danio rerio*)	*Tg(actb2:loxP-STOP-loxP-DsRed^express^)^sd5^*	Bertrand et al., 2010	sd5Tg RRID:ZFIN_ZDB-ALT-100301-1	Transgenic
Antibody	anti-PCNA (mouse monoclonal)	Agilent	Agilent Cat# M0879, RRID:AB_2160651	IHC (1:250)
Antibody	Anti-DsRed (rabbit polyclonal)	Takara Bio Clontech	Takara Bio Cat# 632496, RRID:AB_10013483	IHC (1:500)
Antibody	Anti-GFP (chicken polyclonal)	Abcam	Abcam Cat# ab13970, RRID:AB_300798	IHC (1:500)
Antibody	anti-Lplastin (rabbit)	gift from Yi Feng, University of Edinburgh		IHC (1:500)
Commercial assay or kit	Click-iT EdU	Invitrogen	C10340	Cell Proliferation Kit for Imaging
Software, algorithm	Prism 5	Graphpad	GraphPad Prism, RRID:SCR_002798	Data visualization and statistics software
Software, algorithm	Leica	LASX	Leica Application Suite X, RRID:SCR_013673	Microscope image processing software
Software, algorithm	FIJI	ImageJ	National Center for Microscopy and Imaging Research: ImageJ Mosaic Plug-ins, RRID:SCR_001935	Image analysis software
Software, algorithm	FlowJo v10	Treestar	FlowJo, RRID:SCR_008520	FACS software
Software, ﻿algorithm	R (Bioconductor package)	Durinck et al., 2009; Robinson et al., 2010	edgeR, RRID:SCR_012802 GAGE, RRID:SCR_017067	Transcriptomics data analysis software

### Animals

Zebrafish deficient for both Csf1ra (*csf1ra^j4e1/j4e1^*) and Csf1rb (*csf1rb^re01/ re01^*), *csf1r^DM^*, were used as we described previously (Oosterhof et al., 2018). The *csf1ra^j4e1/j4e1^* mutant was combined with a second *csf1rb* allele, *csf1rb^sa1503/sa1503^*, affecting an essential splice site, leading to a premature STOP codon, for flow cytometry and lineage tracing experiments. Zebrafish deficient in Csf1a/Csf1b (*csf1a^r^*^e05/re05^; *csf1b*^re07/re07^) or Il34 (*il34*^re03/re03^) are described previously (Kuil et al., 2019). Tg(*mpeg1:egfp); Et(shhb:KalTA4,UAS-E1b:mCherry*)^zf279^) were used as control animals (Ellett and Lieschke, 2010; van Ham et al., 2014). *For the genetic lineage tracing the following transgenic lines were crossed:* Tg(*kdrl*:Cre)^s898^ and *Tg(actb2:loxP-STOP-loxP-DsRed^express^)^sd5^* (Bertrand et al., 2010). All control animals used throughout the manuscript are *wild-type* controls carrying the trangene reporter constructs only. Adult and larval fish were kept on a 14h/10h light–dark cycle at 28°C. Larvae were kept in HEPES-buffered E3 medium. Media was refreshed daily and at 24 hpf 0.003% 1-phenyl 2-thiourea (PTU) was added to prevent pigmentation. Animal experiments were approved by the Animal Experimentation Committees of the Erasmus MC and ULB.

### Live imaging

Intravital imaging in zebrafish brains was largely performed as previously described (van Ham et al., 2014). Briefly, zebrafish larvae were mounted in 1.8% low melting point agarose containing 0.016% MS-222 as sedative and anesthetic in HEPES-buffered E3. The imaging dish containing the embedded larva was filled with HEPES-buffered E3 containing 0.016% MS-222.

For the experiment where larvae were followed over time between 5 and 9 dpf, larvae were removed from the low melting point agarose after imaging and put individually in wells of a 6 wells-plate containing HEPES-buffered E3 with PTU in which they were fed paramecia.

For the experiment with larval fish between 8 and 24 dpf fish were kept in E3 medium until 5 dpf. From 5 dpf onwards, *wild-type* controls, *il34,* and *csf1r* mutants were raised under standard conditions (14h/10h light–dark cycle, 28°C) in the aquaria (Tecniplast, Italy) in the Erasmus MC fish facility and fed paramecia and dry food. From 13 dpf onwards they were also fed brine shrimp. Animals from all experimental groups were raised with the same number of fish per tank, in tanks of the same size throughout the experiment. Confocal imaging was performed using a Leica SP5 intravital imaging setup with a 20x/1.0 NA water-dipping lens. Imaging of *mpeg1*-GFP was performed using the 488 nm laser. Analysis of imaging data was performed using imageJ (FIJI) and LAS AF software (Leica).

### Immunofluorescence staining

Immunohistochemistry was performed as described (van Ham et al., 2014; van Ham et al., 2012). Briefly, larvae were fixed in 4 % PFA at 4°C overnight. Subsequently, they were dehydrated with an increasing methanol concentration methanol series, stored in 100% methanol at -20°C for at least 12 hours, and rehydrated, followed by incubation in 150 mM Tris-HCl (pH=9.0) for 15 minutes at 70°C. Samples were then washed in PBS containing 0.04% Triton (PBST) and incubated in acetone for 20 minutes at -20°C. After washing in PBST and ddH_2_O, larvae were incubated for three hours in blocking buffer (10 % goat serum, 1 % Triton X-100 (Tx100), 1% BSA, 0.1 % Tween-20 in PBS) at 4°C, followed by incubation in primary antibody buffer at 4°C for three days. Larvae were washed in 10 % goat serum 1 % Tx100 in PBS and PBS containing 1 % TX100 for a few hours, followed by incubation in secondary antibody buffer at 4°C for 2.5 days. Hereafter the secondary antibody was washed away using PBS. Primary antibody buffer: 1 % goat serum, 0.8 % Tx100, 1 % BSA, 0.1 % Tween-20 in PBS. Secondary antibody buffer: 0.8 % goat serum, 1 % BSA and PBS containing Hoechst. Primary antibodies: PCNA (1:250, Dako), L-plastin (1:500, gift from Yi Feng, University of Edinburgh). Secondary antibodies used were DyLight Alexa 488 (1:250) and DyLight Alexa 647 (1:250). Samples were imaged as described above.

### Immunostaining of fish scales

Scales were manually detached from anesthetized fish and pre-treated with 100mM DTT (Invitrogen) before O/N fixation in 4 % PFA. Immunostaining on floating scales was performed as described, using the following primary and secondary antibodies: chicken anti-GFP polyclonal antibody (1:500; Abcam), rabbit anti-DsRed polyclonal antibody (1:500; Clontech), Alexa Fluor 488-conjugated anti-chicken IgG antibody (1:500; Invitrogen), Alexa Fluor 594-conjugated anti-rabbit IgG (1:500; Abcam). Images were taken with a Zeiss LSM 780 inverted microscope, using a Plan Apochromat 20× objective. Image post-processing (contrast and gamma adjust) were performed with the Zeiss Zen Software.

### EdU pulse-chase protocol

Larvae of 4 dpf were placed in a 24 wells plate in HEPES buffered (pH = 7.3) E3 containing 0.003% PTU and 0.5 mM EdU for 24 hours. Next, larvae were fixed in 4% PFA for 3 hours at room temperature, dehydrated with a 25%, 50%, 75%, 100% MeOH series and stored at -20°C for at least 12 hours. Rehydrated in series followed by a proteinase K (10 µg/ml in PBS) incubation for an hour. Followed by 15 minute post fixation in 4% PFA. Larvae were further permeabilized in 1% DMSO in PBS-T. Thereafter 50µl Click-iT (Invitrogen) reaction cocktail was added for 3 hours at room temperature protected from light. After washing steps larvae were subjected to immunolabelling using L-plastin (see section immunofluorescent labelling). Samples were imaged as described above.

### Quantification of live-imaging data and stainings

The number of cells was manually quantified using ImageJ (FIJI) or Leica LASX software. To generate an overview of the gross migratory patterns maximum intensity projections of timelapse recordings were generated in FIJI.

### Isolation of *mpeg1*-GFP+ cells from zebrafish larvae and adult fish

At 28 hpf, 35 larvae were collected in 0.16 % MS-222 solution to euthanize them before adding 5x Trypsin-EDTA (0.25% Trypsin, 0.1 % EDTA in PBS). For *csf1r^DM^* cells, at 50 hpf, 70 larvae were used as these mutants had fewer *mpeg1*-GFP positive cells. Micro centrifuge tubes containing zebrafish embryos were incubated on ice on a shaking platform to dissociate the cells. At 33 dpf and 1.5 mpf, single fish were euthanized in ice water, imaged to measure their length, and they were cut in small pieces with a razor blade and incubated in 5x Trypsin-EDTA on ice for 1 hour to dissociate. Next, the cell suspension was transferred to FACS tubes by running it over a 35 μm cell strainer cap. PBS containing 10 % fetal calf serum (FCS) was added over the strainer caps and the samples were centrifuged for 10 minutes 1000 rpm at 4°C. The pellet was taken up in 300 µl PBS-10% FCS containing DAPI (1:1000). After analysis based on myeloid scatter, singlets, dapi and *mpeg1*-GFP signal cells were FAC-sorted by FACSAria IIIu and collected in Trizol, followed by RNA isolation according to the manufacturer’s instructions (SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing, Takara Bio USA) (Figure 5—figure supplement 1). Single-cell suspensions of dissected adult zebrafish organs were prepared as previously described (Wittamer et al., 2011). Flow cytometry and cell sorting were performed with a FACS ARIA II (Becton Dickinson). For RNA-sequencing, *mpeg1*-GFP-positive cells from the skin were collected in Qiazol and RNA was extracted using the miRNeasy Micro Kit (Qiagen). Analyses were performed using the FlowJo software (Treestar).

RNA sequencing cDNA was synthesized and amplified using SMART-seq V4 Ultra Low Input RNA kit for Sequencing (Takara Bio USA, Inc) following the manufacturer’s protocol. Amplified cDNA was further processed according to TruSeq Sample Preparation v.2 Guide (Illumina) and paired end-sequenced (2×75 bp) on the HiSeq 2500 (Illumina). Experiment 1, embryonic macrophages were sequenced at between 12 and 21 million reads per sample. Experiment 2, juvenile macrophages, were sequenced at between 5 and 106 million reads per sample. 

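At these depths, 3 counts in a library correspond to between 0.028 and 0.547 CPM, which is the smallest level that counting can show in the deepest and the shallowest library. Such limits cover counting error only, as amplified cDNA reads without molecular identifiers are not independent molecules. For the numbers of genes detected, a gene with any read was counted, so that genes under 3 counts are included. After thinning all libraries to the smallest total, 16097 ± 501 genes (SD, n = 3) were detected in controls at 33 dpf and 14454 ± 624 (SD, n = 3) in *csf1r DM* fish at 33 dpf. At 1.5 mpf, 15361 ± 431 genes (SD, n = 3) were detected in *csf1r DM* fish and 14946 ± 1478 (SD, n = 3) in *il34-/-* fish. The controls at 1.5 mpf varied most, with 19858, 14470 and 14352 genes detected. The 100 most abundant genes took between 21.5% and 32.1% of the counts of a library.

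**Figure D3:**
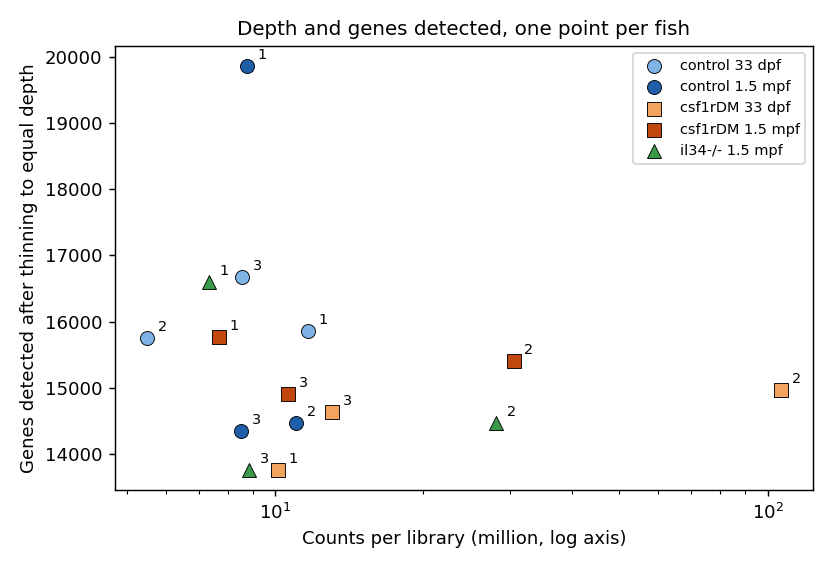
Genes detected with any read after thinning to equal depth (vertical) against the counts of each library (horizontal, log axis), one point per fish and numbered by replicate. Control replicate 1 at 1.5 mpf sits at 19858 genes, above all other fish.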

Reads were mapped using Star v2.5 against the GRCz10 zebrafish genome (Dobin et al., 2013). For differential gene expression analysis and GSEA we used the Bioconductor packages edgeR and GAGE, respectively (Durinck et al., 2009; Luo et al., 2009; Robinson et al., 2010).

For analyses on adult skin *mpeg1+* cells, RNA quality was checked using a Bioanalyzer 2100 (Agilent technologies). Indexed cDNA libraries were obtained using the Ovation Solo RNA-Seq System (NuGen-TECAN) with the SoLo Custom AnyDeplete Probe Mix (Zebrafish probe set) following manufacturer recommendation. The multiplexed libraries were loaded on a NovaSeq 6000 (Illumina) using a S2 flow cell and sequences were produced using a 200 Cycle Kit. On average 65 million paired-end reads were mapped against the *Danio rerio* reference genome GRCz11.94 using STAR software to generate read alignments for each sample. Annotations Danio_rerio.GRCz11.94.gtf were obtained from ftp.Ensembl.org. After transcripts assembling, gene level counts were obtained using HTSeq. Genes differentially expressed were identified used the Bioconductor packages edgeR (Durinck et al., 2009; Robinson et al., 2010). 

### qPCR

Relative amount of each transcript was quantified via the *ΔCt method,* using *MOB family member 4* (*mob4*) or *elongation-Factor-1-alpha (ef1α)* expression for normalization, or via the ΔΔCt method, using *mob4* or *ef1α* and WKM for normalization. Primers are listed in Table 1. The number of biological replicates are listed in Table 2.

**Table 1.** List of primers used for qPCR experiments.

Gene	Forward Primer	Reverse Primer
*ef1α*	GAGAAGTTCGAGAAGGAAGC	CGTAGTATTTGCTGGTCTCG
*mob4*	CACCCGTTTCGTGATGAAGTACAA	GTTAAGCAGGATTTACAATGGAG
*csf1a*	ACGTCTGTGGACTGGAACTG	CTGTTGGACAAATGCAGGGG
*csf1b*	GGATTTGGGTCGGTGAGCTT	TGGAGAGGGGAACACACAGT
*il34*	AGGGAGTTTCCGACGCTTTT	CTGAGAAGCCAGCATTCGGA

**Table 2.** Number of biological replicates per group for qPCR.

Age	*csf1a*	*csf1b*	*il34*
20 hpf	3	1	
24 hpf	5	2	1
36 hpf	5	5	4
48 hpf	3	4	2
72 hpf	4	4	3
7 dpf	5	4	5
10 dpf	4	4	4
14 dpf	3	3	2
Organ			
Gills	3	3	3
Skin	3	4	3
Muscle	4	3	2
Kidney	4	4	2
Heart	5	2	4
Spleen	3	2	2
Eye	5	5	3
Brain	6	6	5
Liver	4	2	5
Intestine	3	1	3

### Statistical analysis

For statistical analysis GraphPad was used to perform Student’s *t*-tests, one-way ANOVA with Dunnett’s multiple comparison test, linear regression and non-linear regression analysis. Results were regarded significant at p < 0.05.

## Data Availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE149789. The following dataset was generated: KuilLEOosterhofNFerreroGMikulášováTHasonMDekkerJRoviraMvan der LindeHCvanStrien PMHPaterESchaafGBindelsEMJWittamerVHamTJ2020Zebrafish mpeg+ cellsNCBI Gene Expression OmnibusGSE149789

## References

[bib1] Alemany A, Florescu M, Baron CS, Peterson-Maduro J, van Oudenaarden A (2018). Whole-organism clone tracing using single-cell sequencing. Nature.

[bib2] Barros-Becker F, Lam PY, Fisher R, Huttenlocher A (2017). Live imaging reveals distinct modes of neutrophil and macrophage migration within interstitial tissues. Journal of Cell Science.

[bib3] Bartelmez SH, Stanley ER (1985). Synergism between hemopoietic growth factors (HGFs) detected by their effects on cells bearing receptors for a lineage specific HGF: assay of hemopoietin-1. Journal of Cellular Physiology.

[bib4] Bennett ML, Bennett FC (2020). The influence of environment and origin on brain resident macrophages and implications for therapy. Nature Neuroscience.

[bib5] Bertrand JY, Chi NC, Santoso B, Teng S, Stainier DY, Traver D (2010). Haematopoietic stem cells derive directly from aortic endothelium during development. Nature.

[bib6] Boisset JC, van Cappellen W, Andrieu-Soler C, Galjart N, Dzierzak E, Robin C (2010). In vivo imaging of haematopoietic cells emerging from the mouse aortic endothelium. Nature.

[bib7] Caetano-Lopes J, Henke K, Urso K, Duryea J, Charles JF, Warman ML, Harris MP (2020). Unique and non-redundant function of *csf1r* paralogues in regulation and evolution of post-embryonic development of the zebrafish. Development.

[bib8] Cassetta L, Pollard JW (2018). Targeting macrophages: therapeutic approaches in Cancer. Nature Reviews Drug Discovery.

[bib9] Cecchini MG, Dominguez MG, Mocci S, Wetterwald A, Felix R, Fleisch H, Chisholm O, Hofstetter W, Pollard JW, Stanley ER (1994). Role of colony stimulating factor-1 in the establishment and regulation of tissue macrophages during postnatal development of the mouse. Development.

[bib10] Chatani M, Takano Y, Kudo A (2011). Osteoclasts in bone modeling, as revealed by in vivo imaging, are essential for organogenesis in fish. Developmental Biology.

[bib11] Chopin M, Seillet C, Chevrier S, Wu L, Wang H, Morse HC, Belz GT, Nutt SL (2013). Langerhans cells are generated by two distinct PU.1-dependent transcriptional networks. The Journal of Experimental Medicine.

[bib12] Dai XM, Ryan GR, Hapel AJ, Dominguez MG, Russell RG, Kapp S, Sylvestre V, Stanley ER (2002). Targeted disruption of the mouse colony-stimulating factor 1 receptor gene results in Osteopetrosis, mononuclear phagocyte deficiency, increased primitive progenitor cell frequencies, and reproductive defects. Blood.

[bib13] Distel M, Wullimann MF, Koster RW (2009). Optimized Gal4 genetics for permanent gene expression mapping in zebrafish. PNAS.

[bib14] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[bib15] Durinck S, Spellman PT, Birney E, Huber W (2009). Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. Nature Protocols.

[bib16] Edwards DK, Watanabe-Smith K, Rofelty A, Damnernsawad A, Laderas T, Lamble A, Lind EF, Kaempf A, Mori M, Rosenberg M, d'Almeida A, Long N, Agarwal A, Sweeney DT, Loriaux M, McWeeney SK, Tyner JW (2019). CSF1R inhibitors exhibit antitumor activity in acute myeloid leukemia by blocking paracrine signals from support cells. Blood.

[bib17] Ellett F, Pase L, Hayman JW, Andrianopoulos A, Lieschke GJ (2011). mpeg1 promoter transgenes direct macrophage-lineage expression in zebrafish. Blood.

[bib18] Ellett F, Lieschke GJ (2010). Zebrafish as a model for vertebrate hematopoiesis. Current Opinion in Pharmacology.

[bib19] Erblich B, Zhu L, Etgen AM, Dobrenis K, Pollard JW (2011). Absence of colony stimulation factor-1 receptor results in loss of microglia, disrupted brain development and olfactory deficits. PLOS ONE.

[bib20] Espín-Palazón R, Stachura DL, Campbell CA, García-Moreno D, Del Cid N, Kim AD, Candel S, Meseguer J, Mulero V, Traver D (2014). Proinflammatory signaling regulates hematopoietic stem cell emergence. Cell.

[bib21] Ferrero G, Mahony CB, Dupuis E, Yvernogeau L, Di Ruggiero E, Miserocchi M, Caron M, Robin C, Traver D, Bertrand JY, Wittamer V (2018). Embryonic microglia derive from primitive macrophages and are replaced by cmyb-Dependent definitive microglia in zebrafish. Cell Reports.

[bib22] Ferrero G, Gomez E, Lyer S, Rovira M, Miserocchi M, Langenau DM, Bertrand JY, Wittamer V (2020). The *macrophage-expressed gene* (*mpeg*) *1* identifies a subpopulation of B cells in the adult zebrafish. Journal of Leukocyte Biology.

[bib23] Ginhoux F, Greter M, Leboeuf M, Nandi S, See P, Gokhan S, Mehler MF, Conway SJ, Ng LG, Stanley ER, Samokhvalov IM, Merad M (2010). Fate mapping analysis reveals that adult microglia derive from primitive macrophages. Science.

[bib24] Gore AV, Pillay LM, Venero Galanternik M, Weinstein BM (2018). The zebrafish: a fintastic model for hematopoietic development and disease. Wiley Interdisciplinary Reviews: Developmental Biology.

[bib25] Gosselin D, Link VM, Romanoski CE, Fonseca GJ, Eichenfield DZ, Spann NJ, Stender JD, Chun HB, Garner H, Geissmann F, Glass CK (2014). Environment drives selection and function of enhancers controlling tissue-specific macrophage identities. Cell.

[bib26] Gosselin D, Skola D, Coufal NG, Holtman IR, Schlachetzki JCM, Sajti E, Jaeger BN, O'Connor C, Fitzpatrick C, Pasillas MP, Pena M, Adair A, Gonda DD, Levy ML, Ransohoff RM, Gage FH, Glass CK (2017). An environment-dependent transcriptional network specifies human microglia identity. Science.

[bib27] Greter M, Lelios I, Pelczar P, Hoeffel G, Price J, Leboeuf M, Kündig TM, Frei K, Ginhoux F, Merad M, Becher B (2012). Stroma-derived interleukin-34 controls the development and maintenance of langerhans cells and the maintenance of microglia. Immunity.

[bib28] Guilliams M, Thierry GR, Bonnardel J, Bajenoff M (2020). Establishment and Maintenance of the Macrophage Niche. Immunity.

[bib29] Guo L, Bertola DR, Takanohashi A, Saito A, Segawa Y, Yokota T, Ishibashi S, Nishida Y, Yamamoto GL, Franco J, Honjo RS, Kim CA, Musso CM, Timmons M, Pizzino A, Taft RJ, Lajoie B, Knight MA, Fischbeck KH, Singleton AB, Ferreira CR, Wang Z, Yan L, Garbern JY, Simsek-Kiper PO, Ohashi H, Robey PG, Boyde A, Matsumoto N, Miyake N, Spranger J, Schiffmann R, Vanderver A, Nishimura G, Passos-Bueno M, Simons C, Ishikawa K, Ikegawa S (2019). Bi-allelic CSF1R mutations cause skeletal dysplasia of Dysosteosclerosis-Pyle disease spectrum and degenerative encephalopathy with brain malformation. The American Journal of Human Genetics.

[bib30] Hambleton S, Salem S, Bustamante J, Bigley V, Boisson-Dupuis S, Azevedo J, Fortin A, Haniffa M, Ceron-Gutierrez L, Bacon CM, Menon G, Trouillet C, McDonald D, Carey P, Ginhoux F, Alsina L, Zumwalt TJ, Kong XF, Kumararatne D, Butler K, Hubeau M, Feinberg J, Al-Muhsen S, Cant A, Abel L, Chaussabel D, Doffinger R, Talesnik E, Grumach A, Duarte A, Abarca K, Moraes-Vasconcelos D, Burk D, Berghuis A, Geissmann F, Collin M, Casanova JL, Gros P (2011). *IRF8* mutations and human dendritic-cell immunodeficiency. New England Journal of Medicine.

[bib31] He BL, Shi X, Man CH, Ma AC, Ekker SC, Chow HC, So CW, Choi WW, Zhang W, Zhang Y, Leung AY (2014). Functions of flt3 in zebrafish hematopoiesis and its relevance to human acute myeloid leukemia. Blood.

[bib32] He S, Chen J, Jiang Y, Wu Y, Zhu L, Jin W, Zhao C, Yu T, Wang T, Wu S, Lin X, Qu JY, Wen Z, Zhang W, Xu J (2018). Adult zebrafish langerhans cells arise from hematopoietic stem/progenitor cells. eLife.

[bib33] Henninger J, Santoso B, Hans S, Durand E, Moore J, Mosimann C, Brand M, Traver D, Zon L (2017). Clonal fate mapping quantifies the number of haematopoietic stem cells that arise during development. Nature Cell Biology.

[bib34] Herbomel P, Thisse B, Thisse C (1999). Ontogeny and behaviour of early macrophages in the zebrafish embryo. Development.

[bib35] Herbomel P, Thisse B, Thisse C (2001). Zebrafish early macrophages colonize cephalic mesenchyme and developing brain, retina, and epidermis through a M-CSF receptor-dependent invasive process. Developmental Biology.

[bib36] Hume DA, Summers KM, Rehli M (2016). Transcriptional regulation and macrophage differentiation. Microbiology Spectrum.

[bib37] Kissa K, Herbomel P (2010). Blood stem cells emerge from aortic endothelium by a novel type of cell transition. Nature.

[bib38] Konno T, Kasanuki K, Ikeuchi T, Dickson DW, Wszolek ZK (2018a). *CSF1R*-related leukoencephalopathy: A major player in primary microgliopathies. Neurology.

[bib39] Konno T, Miura T, Harriott AM, Mezaki N, Edwards ES, Rademakers R, Ross OA, Meschia JF, Ikeuchi T, Wszolek ZK (2018b). Partial loss of function of colony-stimulating factor 1 receptor in a patient with white matter abnormalities. European Journal of Neurology.

[bib40] Kuil LE, Oosterhof N, Geurts SN (2018). Reverse genetic screen reveals that I l34 facilitates yolk sac macrophage distribution and seeding of the brain. bioRxiv.

[bib41] Kuil LE, Oosterhof N, Geurts SN, van der Linde HC, Meijering E, van Ham TJ (2019). Reverse genetic screen reveals that Il34 facilitates yolk sac macrophage distribution and seeding of the brain. Disease Models & Mechanisms.

[bib42] Lavin Y, Winter D, Blecher-Gonen R, David E, Keren-Shaul H, Merad M, Jung S, Amit I (2014). Tissue-resident macrophage enhancer landscapes are shaped by the local microenvironment. Cell.

[bib43] Levraud JP, Herbomel P (2019). Resident macrophage lookalikes of unexpected origin. Developmental Cell.

[bib44] Lin X, Zhou Q, Zhao C, Lin G, Xu J, Wen Z (2019). An Ectoderm-Derived Myeloid-like cell population functions as antigen transporters for Langerhans cells in zebrafish epidermis. Developmental Cell.

[bib45] Liu Z, Gu Y, Chakarov S, Bleriot C, Kwok I, Chen X, Shin A, Huang W, Dress RJ, Dutertre C-A, Schlitzer A, Chen J, Ng LG, Wang H, Liu Z, Su B, Ginhoux F (2019). Fate mapping via Ms4a3-Expression history traces Monocyte-Derived cells. Cell.

[bib46] Lloyd AF, Davies CL, Holloway RK, Labrak Y, Ireland G, Carradori D, Dillenburg A, Borger E, Soong D, Richardson JC, Kuhlmann T, Williams A, Pollard JW, des Rieux A, Priller J, Miron VE (2019). Central nervous system regeneration is driven by microglia necroptosis and repopulation. Nature Neuroscience.

[bib47] Lugo-Villarino G, Balla KM, Stachura DL, Bañuelos K, Werneck MB, Traver D (2010). Identification of dendritic antigen-presenting cells in the zebrafish. PNAS.

[bib48] Luo W, Friedman MS, Shedden K, Hankenson KD, Woolf PJ (2009). GAGE: generally applicable gene set enrichment for pathway analysis. BMC Bioinformatics.

[bib49] Madigan CA, Cambier CJ, Kelly-Scumpia KM, Scumpia PO, Cheng T-Y, Zailaa J, Bloom BR, Moody DB, Smale ST, Sagasti A, Modlin RL, Ramakrishnan L (2017). A macrophage response to Mycobacterium leprae phenolic glycolipid initiates nerve damage in Leprosy. Cell.

[bib50] Mahony CB, Pasche C, Bertrand JY (2018). Oncostatin M and Kit-Ligand control hematopoietic stem cell fate during zebrafish embryogenesis. Stem Cell Reports.

[bib51] Mass E, Jacome-Galarza CE, Blank T, Lazarov T, Durham BH, Ozkaya N, Pastore A, Schwabenland M, Chung YR, Rosenblum MK, Prinz M, Abdel-Wahab O, Geissmann F (2017). A somatic mutation in erythro-myeloid progenitors causes neurodegenerative disease. Nature.

[bib52] Matcovitch-Natan O, Winter DR, Giladi A, Vargas Aguilar S, Spinrad A, Sarrazin S, Ben-Yehuda H, David E, Zelada González F, Perrin P, Keren-Shaul H, Gury M, Lara-Astaiso D, Thaiss CA, Cohen M, Bahar Halpern K, Baruch K, Deczkowska A, Lorenzo-Vivas E, Itzkovitz S, Elinav E, Sieweke MH, Schwartz M, Amit I (2016). Microglia development follows a stepwise program to regulate brain homeostasis. Science.

[bib53] McGrath KE, Frame JM, Palis J (2015). Early hematopoiesis and macrophage development. Seminars in Immunology.

[bib54] Meireles AM, Shiau CE, Guenther CA, Sidik H, Kingsley DM, Talbot WS (2014). The phosphate exporter xpr1b is required for differentiation of tissue-resident macrophages. Cell Reports.

[bib55] Monies D, Maddirevula S, Kurdi W, Alanazy MH, Alkhalidi H, Al-Owain M, Sulaiman RA, Faqeih E, Goljan E, Ibrahim N, Abdulwahab F, Hashem M, Abouelhoda M, Shaheen R, Arold ST, Alkuraya FS (2017). Autozygosity reveals recessive mutations and novel mechanisms in dominant genes: implications in variant interpretation. Genetics in Medicine.

[bib56] Murayama E, Kissa K, Zapata A, Mordelet E, Briolat V, Lin HF, Handin RI, Herbomel P (2006). Tracing hematopoietic precursor migration to successive hematopoietic organs during zebrafish development. Immunity.

[bib57] Oosterhof N, Kuil LE, van der Linde HC, Burm SM, Berdowski W, van Ijcken WFJ, van Swieten JC, Hol EM, Verheijen MHG, van Ham TJ (2018). Colony-Stimulating factor 1 receptor (CSF1R) Regulates microglia density and distribution, but not microglia differentiation in Vivo. Cell Reports.

[bib58] Oosterhof N, Chang IJ, Karimiani EG, Kuil LE, Jensen DM, Daza R, Young E, Astle L, van der Linde HC, Shivaram GM, Demmers J, Latimer CS, Keene CD, Loter E, Maroofian R, van Ham TJ, Hevner RF, Bennett JT (2019). Homozygous mutations in CSF1R cause a Pediatric-Onset leukoencephalopathy and can result in congenital absence of microglia. The American Journal of Human Genetics.

[bib59] Parichy DM, Elizondo MR, Mills MG, Gordon TN, Engeszer RE (2009). Normal table of postembryonic zebrafish development: staging by externally visible anatomy of the living fish. Developmental Dynamics.

[bib60] Patterson LB, Parichy DM (2013). Interactions with iridophores and the tissue environment required for patterning melanophores and xanthophores during zebrafish adult pigment stripe formation. PLOS Genetics.

[bib61] Pridans C, Raper A, Davis GM, Alves J, Sauter KA, Lefevre L, Regan T, Meek S, Sutherland L, Thomson AJ, Clohisey S, Bush SJ, Rojo R, Lisowski ZM, Wallace R, Grabert K, Upton KR, Tsai YT, Brown D, Smith LB, Summers KM, Mabbott NA, Piccardo P, Cheeseman MT, Burdon T, Hume DA (2018). Pleiotropic impacts of macrophage and microglial deficiency on development in rats with targeted mutation of the *Csf1r* Locus. The Journal of Immunology.

[bib62] Rademakers R, Baker M, Nicholson AM, Rutherford NJ, Finch N, Soto-Ortolaza A, Lash J, Wider C, Wojtas A, DeJesus-Hernandez M, Adamson J, Kouri N, Sundal C, Shuster EA, Aasly J, MacKenzie J, Roeber S, Kretzschmar HA, Boeve BF, Knopman DS, Petersen RC, Cairns NJ, Ghetti B, Spina S, Garbern J, Tselis AC, Uitti R, Das P, Van Gerpen JA, Meschia JF, Levy S, Broderick DF, Graff-Radford N, Ross OA, Miller BB, Swerdlow RH, Dickson DW, Wszolek ZK (2012). Mutations in the colony stimulating factor 1 receptor (CSF1R) gene cause hereditary diffuse leukoencephalopathy with spheroids. Nature Genetics.

[bib63] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[bib64] Sarrazin S, Mossadegh-Keller N, Fukao T, Aziz A, Mourcin F, Vanhille L, Kelly Modis L, Kastner P, Chan S, Duprez E, Otto C, Sieweke MH (2009). MafB restricts M-CSF-dependent myeloid commitment divisions of hematopoietic stem cells. Cell.

[bib65] Shemer A, Grozovski J, Tay TL, Tao J, Volaski A, Süß P, Ardura-Fabregat A, Gross-Vered M, Kim JS, David E, Chappell-Maor L, Thielecke L, Glass CK, Cornils K, Prinz M, Jung S (2018). Engrafted parenchymal brain macrophages differ from microglia in Transcriptome, chromatin landscape and response to challenge. Nature Communications.

[bib66] Soucie EL, Weng Z, Geirsdóttir L, Molawi K, Maurizio J, Fenouil R, Mossadegh-Keller N, Gimenez G, VanHille L, Beniazza M, Favret J, Berruyer C, Perrin P, Hacohen N, Andrau JC, Ferrier P, Dubreuil P, Sidow A, Sieweke MH (2016). Lineage-specific enhancers activate self-renewal genes in macrophages and embryonic stem cells. Science.

[bib67] Stremmel C, Schuchert R, Wagner F, Thaler R, Weinberger T, Pick R, Mass E, Ishikawa-Ankerhold HC, Margraf A, Hutter S, Vagnozzi R, Klapproth S, Frampton J, Yona S, Scheiermann C, Molkentin JD, Jeschke U, Moser M, Sperandio M, Massberg S, Geissmann F, Schulz C (2018). Yolk sac macrophage progenitors traffic to the embryo during defined stages of development. Nature Communications.

[bib68] Tamplin OJ, Durand EM, Carr LA, Childs SJ, Hagedorn EJ, Li P, Yzaguirre AD, Speck NA, Zon LI (2015). Hematopoietic stem cell arrival triggers dynamic remodeling of the perivascular niche. Cell.

[bib69] Tang Q, Iyer S, Lobbardi R, Moore JC, Chen H, Lareau C, Hebert C, Shaw ML, Neftel C, Suva ML, Ceol CJ, Bernards A, Aryee M, Pinello L, Drummond IA, Langenau DM (2017). Dissecting hematopoietic and renal cell heterogeneity in adult zebrafish at single-cell resolution using RNA sequencing. Journal of Experimental Medicine.

[bib70] Tap WD, Wainberg ZA, Anthony SP, Ibrahim PN, Zhang C, Healey JH, Chmielowski B, Staddon AP, Cohn AL, Shapiro GI, Keedy VL, Singh AS, Puzanov I, Kwak EL, Wagner AJ, Von Hoff DD, Weiss GJ, Ramanathan RK, Zhang J, Habets G, Zhang Y, Burton EA, Visor G, Sanftner L, Severson P, Nguyen H, Kim MJ, Marimuthu A, Tsang G, Shellooe R, Gee C, West BL, Hirth P, Nolop K, van de Rijn M, Hsu HH, Peterfy C, Lin PS, Tong-Starksen S, Bollag G (2015). Structure-Guided blockade of CSF1R kinase in tenosynovial Giant-Cell tumor. New England Journal of Medicine.

[bib71] Tushinski RJ, Stanley ER (1985). The regulation of mononuclear phagocyte entry into S phase by the colony stimulating factor CSF-1. Journal of Cellular Physiology.

[bib72] Tyrkalska SD, Pérez-Oliva AB, Rodríguez-Ruiz L, Martínez-Morcillo FJ, Alcaraz-Pérez F, Martínez-Navarro FJ, Lachaud C, Ahmed N, Schroeder T, Pardo-Sánchez I, Candel S, López-Muñoz A, Choudhuri A, Rossmann MP, Zon LI, Cayuela ML, García-Moreno D, Mulero V (2019). Inflammasome regulates hematopoiesis through cleavage of the master erythroid transcription factor GATA1. Immunity.

[bib73] van de Laar L, Saelens W, De Prijck S, Martens L, Scott CL, Van Isterdael G, Hoffmann E, Beyaert R, Saeys Y, Lambrecht BN, Guilliams M (2016). Yolk sac macrophages, fetal liver, and adult monocytes can colonize an empty niche and develop into functional Tissue-Resident macrophages. Immunity.

[bib74] van Ham TJ, Kokel D, Peterson RT (2012). Apoptotic cells are cleared by directional migration and elmo1- dependent macrophage engulfment. Current Biology.

[bib75] van Ham TJ, Brady CA, Kalicharan RD, Oosterhof N, Kuipers J, Veenstra-Algra A, Sjollema KA, Peterson RT, Kampinga HH, Giepmans BN (2014). Intravital correlated microscopy reveals differential macrophage and microglial dynamics during resolution of neuroinflammation. Disease Models & Mechanisms.

[bib76] Wang Y, Szretter KJ, Vermi W, Gilfillan S, Rossini C, Cella M, Barrow AD, Diamond MS, Colonna M (2012). IL-34 is a tissue-restricted ligand of CSF1R required for the development of langerhans cells and microglia. Nature Immunology.

[bib77] Webb MW, Sun J, Sheard MA, Liu WY, Wu HW, Jackson JR, Malvar J, Sposto R, Daniel D, Seeger RC (2018). Colony stimulating factor 1 receptor blockade improves the efficacy of chemotherapy against human neuroblastoma in the absence of T lymphocytes. International Journal of Cancer.

[bib78] Williams N, Bertoncello I, Kavnoudias H, Zsebo K, McNiece I (1992). Recombinant rat stem cell factor stimulates the amplification and differentiation of fractionated mouse stem cell populations. Blood.

[bib79] Wittamer V, Bertrand JY, Gutschow PW, Traver D (2011). Characterization of the mononuclear phagocyte system in zebrafish. Blood.

[bib80] Wu S, Xue R, Hassan S, Nguyen TML, Wang T, Pan H, Xu J, Liu Q, Zhang W, Wen Z (2018). Il34-Csf1r pathway regulates the migration and colonization of microglial precursors. Developmental Cell.

[bib81] Xu J, Wang T, Wu Y, Jin W, Wen Z (2016). Microglia colonization of developing zebrafish midbrain is promoted by apoptotic neuron and lysophosphatidylcholine. Developmental Cell.

[bib82] Yang M, McKay D, Pollard JW, Lewis CE (2018). Diverse functions of macrophages in different tumor microenvironments. Cancer Research.

[bib83] Zarif JC, Taichman RS, Pienta KJ (2014). TAM macrophages promote growth and metastasis within the Cancer ecosystem. OncoImmunology.

How the deposited data were processed for this re-analysis (not part of the article)

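The data are RNA-sequencing libraries of *mpeg1*+ cells sorted from 15 single juvenile zebrafish, in 5 groups of 3 fish. These were controls and *csf1r DM* fish at 33 dpf, and controls, *csf1r DM* and *il34-/-* fish at 1.5 mpf. The groups and replicate numbers were taken from the sample labels and the ages from the paper. The sample titles give 5 months for the older fish, whereas the stage recorded for each sample gives 1.5 mpf like the paper. The authors deposited raw counts of reads per gene in 1 table for all libraries, after mapping the reads with STAR to the GRCz10 genome. The text of the paper names neither the counting program nor the annotation for these libraries. Sums of the counts per library ran from 5488201 to 106374902, a 19.4-fold range. A level of 3 counts was taken as the smallest that a library can show.

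Genes are listed by Ensembl identifier. A reference table of gene symbols on another assembly (GRCz12tu) gave a symbol for 0 of the 35117 identifiers, so no gene was named. The tests planned on lists of phagocytosis, metaphocyte, macrophage and other cell type genes were therefore not run, and *csf1ra*, *csf1rb* and *il34* were not analysed here as a check of the labels. GC content and gene length were not analysed here for the same reason.

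The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr over the 5 groups, which left 17640, and normalized by the TMM method. All libraries were fitted together with 1 coefficient per group and robust quasi-likelihood dispersions, and groups were compared by glmQLFTest with Benjamini-Hochberg adjustment at 0.05. Principal components and distances used log2 CPM with a prior count of 2. The share of the distance between groups was tested by exact permutation of genotype, within age where both ages entered. The genes to be named were to be those of the paper and the 5 genes with the smallest adjusted p-value in each direction without overlap between the groups. As the identifiers carry no names, only the first 2 in each direction between *csf1r DM* and control fish over both ages are given. The replicate numbers come from the sample labels and name different fish, so the main fit has no replicate block.

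The test was tried on simulated data with the means, library sizes and dispersions of these libraries. With no gene changed, edgeR called 0 genes. With 200 of 16603 genes changed by 4 on the log2 scale, edgeR recovered 54.0% of them at 1.5 mpf and 72.5% over both ages, and 4.61% of the genes called over both ages were false. With a change of 2 on the log2 scale, 13.0% of 200 changed genes among 16551 were recovered at 1.5 mpf and 36.0% over both ages. The changed genes were drawn only from those with mean expression above the median. Recovery among genes with lower expression was not simulated. DESeq2 1.42.0, with its default handling of outlying counts and no independent filtering, called 236 genes over both ages among 16572 genes when none was changed.

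Alternatives were other scaling factors (RLE, upper quartile, library size only), DESeq2, other filters on low counts, fits of only the groups compared, fits without robust estimation, counts thinned to the smallest library, a replicate block, stricter thresholds, and leaving out each fish in turn. For the principal components and distances they were no filter, scaled genes, the 500 most variable genes, library size only and thinned counts. The scores of genes selected at 33 dpf, the genes on in one genotype and off in the other, and their alternatives were chosen after the data were seen. Figures were drawn with matplotlib 3.10.9.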

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

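The tests of scaling, depth, single libraries and other groupings below were set before their results were seen, but how the score of age genes was read was changed after its result was seen.

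The effect of *csf1r DM* differed between the ages for 42 genes (20 more positive and 22 more negative at 1.5 mpf than at 33 dpf) by the interaction term in edgeR. Of these 42 genes, 27 also differed between the ages in controls, all in the opposite direction. The interaction term contains the age change of the same controls with reversed sign, which by itself favours opposite directions. With all libraries thinned to the smallest total, 29 genes were called. With library size only in place of TMM, 27 of the 42 genes were called again, and 24 were called again without control replicate 1 at 1.5 mpf. Ages were relabelled within genotype in the 32 splits that part all 6 same-numbered pairs of fish, and 2 of the 32 splits, the real one included, gave as many genes. The other one, with 144 genes, exchanges the ages of all *csf1r DM* fish, so that it measures the age difference shared by both genotypes. The 68 other splits drawn, which part fewer pairs, gave at most 39 genes. Apart from that split, the largest count among the 32 splits was 36. The share of splits as large is not under 0.05 because of the split that measures the shared age difference. The interaction rests on single fish, since leaving out one of the 12 fish gave from 1 to 46 genes. Reads from other cells and differences in library handling were not tested.

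Between controls at 1.5 mpf and controls at 33 dpf, 207 genes differed, 131 higher and 76 lower at 1.5 mpf, a comparison the paper does not report. Thinning to the smallest total gave 205 genes, 168 of the 207 were called again with library size only, and 144 were called again without control replicate 1 at 1.5 mpf. Only the real one, 1 of the 4 splits that part the same-numbered controls, gave as many genes, but 4 splits cannot set it apart from chance. The 6 other splits, which part 1 pair, gave at most 1 gene. A score of the 207 genes, the mean log2 CPM of the higher minus that of the lower genes, was 0.67 higher in *csf1r DM* fish at 1.5 mpf than at 33 dpf (exact permutation test, two-sided, p = 0.1, the smallest that 3 fish against 3 allow), with 3 of 3 older fish above all younger fish. The difference between the controls of the 2 ages was 3.86, but these fish selected the genes. *il34-/-* fish at 1.5 mpf had a mean score of -0.42, against 1.72 in controls of their age, and *csf1r DM* fish at 33 dpf scored 2.14 above controls of their age, so fish outside the selection lie between the 2 groups of controls whatever their age. In *csf1r DM* fish 65.7% of the genes changed in the direction seen in controls. *il34-/-* fish scored 1.716 above controls at 33 dpf (exact permutation test, p = 0.1), with 89.4% of the genes in that direction. These younger controls also selected the genes, which by itself favours such a difference. In the other direction, the score of 38 genes selected between the ages in *csf1r DM* fish was 2.34 higher in controls at 1.5 mpf than at 33 dpf (exact permutation test, p = 0.1), and the 14 genes called between the ages in both genotypes all changed in the same direction. A difference with age shared by the genotypes is a candidate explanation for part of the genes. For the rest, the pattern cannot be told apart from a deviation of the control fish as a group.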

How the results depend on the processing

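The alternatives for the gene counts, components and distances were set before the data were examined, and those for the scores and for genes on in one genotype and off in the other were chosen after seeing the data. The cause of a change was not tested unless given.

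With RLE, upper-quartile or library-size scaling, the 7 gene counts stayed within 1.5 times of the values with TMM, except 24 genes for the effect of *csf1r DM* by age with upper-quartile scaling. The direction of the calls moved more. With library size only, 62.2% of the genes called between *csf1r DM* and control cells at 33 dpf were lower, against 43.9% with TMM, 33.1% against 47.1% for *il34-/-* against control cells, 61.3% against 52.3% for *csf1r DM* against *il34-/-* cells, 58.6% against 36.7% for age in controls and 20.0% against 52.4% for the effect by age. The share was 34.5% with RLE and 33.3% with upper-quartile scaling for the effect by age. Library size only moved the median log2 fold change by -0.18 at 33 dpf, by 0.12 for *il34-/-* against control cells, by 0.21 for the effect by age and by -0.23 for age in controls.

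DESeq2 called 1423 genes for *csf1r DM* against control cells at 1.5 mpf, 2142 at 33 dpf, 2781 over both ages, 1144 for *il34-/-* against control cells, 1845 for *csf1r DM* against *il34-/-* cells, 1002 for the effect by age and 876 for age in controls. Of the genes it called, 62.2% were lower for *il34-/-* against control cells, against 47.1% with edgeR, and 55.6% against 43.9% for *csf1r DM* against control cells at 33 dpf. On simulated counts without a changed gene, DESeq2 called 236 of 16572 genes over both ages and edgeR called 0.

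A minimum of 10 counts in every sample gave 471 genes at 1.5 mpf, 330 for *il34-/-*, 549 for *csf1r DM* against *il34-/-*, 87 for the effect by age and 363 for age in controls. Fitting only the groups compared gave 174 genes at 1.5 mpf, 148 at 33 dpf, 61 for *il34-/-*, 184 for *csf1r DM* against *il34-/-*, 5 for the effect by age and 42 for age in controls. An adjusted p-value under 0.01 with a log2 fold change above 1 gave 93, 166, 399, 14, 73, 1 and 84 genes, in the order used for DESeq2. A log2 fold change above 2 gave 141 genes at 1.5 mpf, 257 at 33 dpf, 486 over both ages, 39 for *il34-/-*, 169 for *csf1r DM* against *il34-/-* and 70 for age in controls.

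With the replicate number as a block, 202 genes were called at 1.5 mpf, 414 at 33 dpf, 825 over both ages, 58 for *il34-/-*, 208 for *csf1r DM* against *il34-/-*, 2 for the effect by age and 165 for age in controls. The same-numbered fish are different animals, and their deviations from the group means had a mean correlation of 0.0013 over 30 pairs, so the numbers do not pair the fish.

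Leaving out one fish at a time gave from 108 to 219 genes at 1.5 mpf, from 242 to 476 at 33 dpf, from 705 to 944 over both ages, from 16 to 107 for *il34-/-*, from 128 to 217 for *csf1r DM* against *il34-/-*, from 1 to 46 for the effect by age and from 99 to 180 for age in controls. It gave shares of variance from 16.0 to 16.9% for component 1 and from 9.55 to 10.3% for component 2, and distance shares from 20.7 to 22.9% for *csf1r DM* and from 28.5 to 30.9% for *il34-/-*. Having fewer fish by itself raises the distance share expected without an effect. The score differences ran from 4.65 to 5.16 for *csf1r DM* and from -0.31 to -0.06 for *il34-/-*, with from 28 to 50 genes on in controls and off in *csf1r DM* fish, and from 10 to 20 the other way. For *csf1r DM* and *il34-/-* fish the score differences were 4.95 and -0.21 with library size only, 5.65 and -0.16 with a prior count of 0.25, 4.57 and -0.21 with thinned counts, and 2.93 and -0.21 with the genes called at 33 dpf in the fit of all 15 libraries. The exact permutation p was 0.1 for *csf1r DM* fish in each case and 0.4, 0.6, 0.3 and 0.1, in this order, for *il34-/-* fish.

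Component 1 held 13.9% of the variance without a filter and with a prior count of 0.25, 31.2% with the 500 most variable genes and 17.3% with thinned counts. Component 2 held 9.86% without a filter, 10.5% with scaled genes and 10.6% with the 500 most variable genes. The share of the squared distance between *csf1r DM* and control fish ran from 18.2% without a filter to 39.3% with the 500 most variable genes, and that between *il34-/-* and control fish from 23.3% to 33.3% under the same settings. Requiring at least 5 counts and 0 counts gave 14 genes on in controls and off in *csf1r DM* fish, and thinned counts gave 6 genes the other way. The 4 genes named by identifier kept their direction and an adjusted p-value under 0.05 in edgeR or DESeq2 under each setting that tested them, with adjusted p-values from 1.14e-93 to 0.000172.

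No alternative was run for the list scores, the cell type marker lists or the list set tests (prior count, scaling, z-score, median, thinning, leaving out fish, sign flips within pairs, camera and fry with a replicate block), because the identifiers were not paired with names. The depth of single libraries limits genes near 3 counts, and thinning all libraries to 5488201 counts left the 7 gene counts within 1.5 times of their values.

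Real groupings were set against other groupings of the same fish. For *csf1r DM* against control cells over both ages, 1 of the 32 splits that part all same-numbered pairs, the real one, gave as many genes, and the largest other count was 42. For *csf1r DM* against control cells at 1.5 mpf, at 33 dpf, *il34-/-* against control cells and *csf1r DM* against *il34-/-* cells, 1 of the 4 such splits, the real one, gave as many genes in each case, with at most 1 gene in the others, but 4 splits are too few to set a result apart from chance. The splits that part 1 pair gave at most 5 genes.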

Differences from the paper's values

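The depth of the libraries and the shares of variance held by components 1 and 2 did not differ by more than 1.5 times from the values in the paper, apart from component 1 with the 500 most variable genes.

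The paper states that gene expression in *il34-/-* fish had no obvious overall changes of the kind seen in *csf1r DM* fish. Here, 121 genes differed between *il34-/-* and control cells at 1.5 mpf, against 288 between *csf1r DM* and control cells of that age, both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An adjusted p-value under 0.01 with a log2 fold change above 1 gave 14 against 93 genes. With each fish left out in turn, from 16 to 107 and from 108 to 219 genes were called. The score of the *csf1r DM* genes selected at 33 dpf differed from controls by -0.21 in *il34-/-* fish, against 4.96 in *csf1r DM* fish. The log2 fold changes of named genes in Fig. 6D were not compared, since the identifiers were not paired with names.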

Other observations

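The tests of depth for the number of genes detected, of component 2 against that number and of the range on component 2 were chosen after the result was seen, as was the reading of the test for sequence that is not expressed, and the other tests before.

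Control replicate 1 at 1.5 mpf had reads on more genes than any other library. At equal depth 19858 genes were detected, against 13761 to 16673 in the other libraries, so its depth does not account for the excess. Its 100 most abundant genes took 28.3% of the counts, within the range of the others, so the excess does not come from a lower dominance of a few genes. At equal depth it had 4328 genes that were missing from both other controls of its age, together 1.35% of its counts. Of these, 20.3% (877 genes) were also missing from the other 12 libraries, while 3451 were detected in at least 1 and 988 in at least 6 of them. The other libraries each held between 80 and 319 genes found nowhere else, so its 877 are also the most. As it is not known how often such reads would fall on the same genes in other libraries, the excess cannot be told apart from reads from sequence that is not expressed. RNA from other cells, or more sorted cells, may account for the excess, and neither was tested. No biological explanation was tested. This fish also lay closest of the controls to the *csf1r DM* fish on component 1, at -63.1.

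The 3 *il34-/-* fish spread from -224.8 to -12.3 on component 2. With thinned counts, a gap of 62.9 remained between the highest *il34-/-* fish and the lowest control, so depth does not account for their position below the controls. *csf1r DM* fish at 1.5 mpf lay below the controls both with thinned counts, from -65.6 to -28.4, and without thinning, from -46.8 to 4.3. The range of the *il34-/-* fish fell from 212.5 to 110.2, lying from -145 to -34.8 in the same order. Their positions did not follow depth, as the libraries at -12.3 and -224.8 held 7325021 and 8854500 counts and the one at -137.8 held 28123979, so unequal depth does not account for the whole spread. Over the 6 controls, component 2 rose with the number of genes detected at equal depth (Pearson r = 0.94, exact permutation p = 0.0111, adjusted 0.0222; Spearman rho = 0.714, exact permutation p = 0.136, adjusted 0.136), and r was 0.859 without the 2 libraries farthest from the median. With component 2 of the thinned counts it did not (Pearson r = -0.455, exact permutation p = 0.342, adjusted 0.342; Spearman rho = -0.771, exact permutation p = 0.103, adjusted 0.136), and r was -0.506 without the same 2 libraries. Adjustment was over these 2 relations by Benjamini-Hochberg. The 3 *il34-/-* libraries, with 16603, 14468 and 13766 genes detected in the order of their position from the controls, are too few to test. No biological explanation of the spread was tested.

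Of the 121 genes that differed between *il34-/-* and control fish at 1.5 mpf, 52 also differed between the ages in controls, all 52 such that *il34-/-* fish lay toward the younger controls. Both comparisons share the controls at 1.5 mpf with opposite sign, which by itself favours such sharing. Only 13 of the 121 genes were also called against controls at 33 dpf. As a test on other fish, 38 genes were selected that differed between *csf1r DM* fish at 1.5 and 33 dpf (28 higher and 10 lower). Their score rose by 2.34 log2 units from controls at 33 dpf to controls at 1.5 mpf (exact permutation test, p = 0.1), so the genes selected in *csf1r DM* fish changed with age in controls too. *il34-/-* fish scored -0.573 relative to controls at 1.5 mpf (exact permutation test, two-sided, p = 0.1, the smallest that 3 fish against 3 allow), with 3 of 3 *il34-/-* fish below all controls of their age. One hypothesis is that the *il34-/-* fish were at an earlier stage than controls of the same age. With 3 fish per group it cannot be told apart from chance or from a deviation of the controls at 1.5 mpf.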
